# Drug Repurposing to Identify a Synergistic High-Order Drug Combination to Treat Sunitinib-Resistant Renal Cell Carcinoma

**DOI:** 10.3390/cancers13163978

**Published:** 2021-08-06

**Authors:** Magdalena Rausch, Adriano Rutz, Pierre-Marie Allard, Céline Delucinge-Vivier, Mylène Docquier, Olivier Dormond, Paul J. Dyson, Jean-Luc Wolfender, Patrycja Nowak-Sliwinska

**Keywords:** drug combination, drug-drug interaction, drug repurposing, metabolism, metformin, Rapta-C, synergistic

## Abstract

**Simple Summary:**

In this study, drug combination screening was used to design a multidrug combination consisting of repurposed drugs to treat sunitinib-resistant clear cell renal cell carcinoma. In the frame of this project, the multidrug combination has been optimized and validated and an insight into the mechanism of action is given. The multidrug combinations significantly altered the transcription of genes related to apoptosis and metabolic pathways. Further analysis of the metabolism revealed strong upregulation of the presence of sphingolipids after multidrug combination treatment. Final evaluation for translation of the multidrug combination in ex vivo organoid-like cultures demonstrated significant anti-cancer efficacy.

**Abstract:**

Repurposed drugs have been evaluated for the management of clear cell renal cell carcinoma (ccRCC), but only a few have influenced the overall survival of patients with advanced disease. To combine repurposed non-oncology with oncological drugs, we applied our validated phenotypic method, which consisted of a reduced experimental part and data modeling. A synergistic optimized multidrug combination (ODC) was identified to significantly reduce the energy levels in cancer remaining inactive in non-cancerous cells. The ODC consisted of Rapta-C, erlotinib, metformin and parthenolide and low doses. Molecular and functional analysis of ODC revealed a loss of adhesiveness and induction of apoptosis. Gene-expression network analysis displayed significant alterations in the cellular metabolism, confirmed by LC-MS based metabolomic analysis, highlighting significant changes in the lipid classes. We used heterotypic in vitro 3D co-cultures and ex vivo organoids to validate the activity of the ODC, maintaining an efficacy of over 70%. Our results show that repurposed drugs can be combined to target cancer cells selectively with prominent activity. The strong impact on cell adherence and metabolism indicates a favorable mechanism of action of the ODC to treat ccRCC.

## 1. Introduction

Given the elevated costs of standard drug discovery, followed by a high attrition rate of the drug candidates [1], new strategies have evolved to reposition or repurpose available drugs [2,3]. Drug repositioning and repurposing are commonly used as synonyms [4], referring to identifying new medical indications for approved or investigational drugs. In oncology, drug repositioning usually refers to the use of an anti-cancer drug approved to treat a specific cancer type [5] for the treatment of another cancer type. Importantly, for these drugs, the mechanism of action, the safety profile, and the potential simultaneous intake with other medications for a particular illness is known, further encouraging the rapid approval in the treatment of other disorders, e.g., cancer [6,7].

In the case of difficult-to-treat and treatment-resistant cancer types, e.g., glioblastoma, colorectal carcinoma or clear cell renal cell carcinoma (ccRCC), efficacious treatments are rare and expensive. Existing treatments for ccRCC include targeted agents, i.e., sunitinib, pazopanib or cabozantinib [8]. These drugs bind to tyrosine kinase receptors or molecules downstream in the cell signaling pathway. The doses applied are high, leading to enhanced off-target effects and the appearance of severe side effects, with cancer cells rapidly acquiring resistance to sustain the treatment.

ccRCC is highly infiltrated with immune cells. In 2015, the FDA approved nivolumab [9], an immune checkpoint inhibitor, for the treatment of ccRCC. The approval of nivolumab and ipilimumab [10] in combination followed. In parallel, other immunotherapeutics, pembrolizumab or avelumab, with axitinib (vascular endothelial growth factor receptor (VEGFR) inhibitor) [11] have been approved. These immunotherapies efficiently reduce tumor growth and prolong the overall survival rate of patients with early and advanced staged tumors. The treatment response, however, remains very heterogeneous, and only a small portion of patients benefit from these treatment regimens.

Drug repurposing might offer new therapeutic options and potential combinations with innovative or existing oncological medicines [3,4,6,7,12,13,14,15]. Repurposing of initially non-oncology drugs appears to be beneficial for the treatment of ccRCC. The Repurposing Drugs in Oncology (ReDo) Project was launched to collect data on non-cancer drugs evidenced to have an anti-cancer activity to further develop a database and support new clinical trials [14,16].

Out of eight predicted candidate drugs, pentamidine, an antimicrobial drug used to prevent pneumonia, exhibited anti-cancer activity in vitro and in vivo and proved to be a validated treatment agent for metastatic ccRCC. Artesunate is an anti-malarial drug with anti-cancer, anti-metastatic, and anti-angiogenic activity in cellular and murine xenograft models [17]. Alternatively, gene expression profiling was used to discover drug candidates repurposed for the treatment of ccRCC. Gene expression signatures of individual tumor samples have been used to personalize drug repurposing [18]. Koudijs et al. collected tumor (*n* = 534) and matched normal (*n* = 72) samples from 530 ccRCC patients to create tumor signatures to connect these to drug signatures [19]. The unique ccRCC gene expression signatures revealed drug candidates for repositioning, with a strong tendency to target small-molecule-based drugs, with erlotinib (epidermal growth factor receptor (EGFR) inhibitor) being one of the top eight drug candidates.

Currently, most studies applying repurposed drugs for the treatment of ccRCC describe in vitro and in vivo results. Only a few repurposed drugs have made it to clinical investigation. Metformin (anti-diabetic), somatostatin (statin), and mifepristone (anti-progestogen) increase the disease-free survival of patients suffering from ccRCC compared to the approved first-line treatment [20,21], shown by a retrospective analysis of a clinical evaluation in ccRCC. Nevertheless, none of these drugs repurposed as monotherapies have been investigated further or approved for the treatment of ccRCC, limiting the treatment options and potential success in patients. Metformin combined with vandetanib (VEGFR2) was discontinued because of a terminated drug supply by the pharmaceutical company (NCT02495103). Further studies monitoring kidney disease showed a tremendous need to adjust the metformin dose in a personalized fashion [7,22,23]. Inter- and intra-patient heterogeneity, together with the development of acquired drug resistance and single-drug dose-limiting toxicities, remain significant obstacles for the successful treatment and cure of RCC. Well-designed drug combinations may help overcome the current limitations of ccRCC therapy by challenging the robust biological processes [24,25]. Combination therapies can overcome complications linked to side effects and the induction of drug-related resistance due to non-overlapping mechanisms of actions [26,27]. Moreover, multitarget combination therapies can effectively inhibit critical oncogenic signaling pathways. The mutations and deregulations of signaling pathways link to the robustness and adaptability of complex biological systems that favor compensatory mechanisms, which can be exploited by tumors. Targeting those (compensatory) signaling pathways at multiple levels can enhance efficacy and therapeutic selectivity [26,28].

Recent clinical trials (e.g., CheckMate-214 [29], IMmotion151 [30]) have focused on combinations of tyrosine kinase inhibitors and immunotherapeutic regimens to treat ccRCC and overcome acquired drug resistance. However, the application depends on the efficacy of each drug as a monotherapy and a scheduling model [29,30], which is inferior regarding dose-limiting, drug half-life and off-target effects. Furthermore, there is high interest in combining repurposed drugs with anti-cancer drugs or other non-oncology drugs to broaden the spectrum of valuable treatment options. Hence, developing drug combinations impedes choosing the ‘right’ drugs to obtain a highly efficient synergistic effect with an alternate purpose [31,32].

Another critical obstacle in RCC management is nephrotoxicity-induced kidney failure due to cancer treatment. Since cisplatin, a platinum-based drug, was approved for the treatment of various cancer types, it has become the most prominent metal-based compound currently used in clinical settings. However, cisplatin causes severe side effects, with nephrotoxicity being the most common and intriguing problem.

Therefore, new metal-based drugs have been developed. One prominent example is Rapta-C, which represents an innovative anti-cancer therapeutic and is a better-tolerated alternative to cisplatin [33]. Rapta-C is a ruthenium(II)-based compound with amphiphilic properties [34]. Rapta-C exhibits anti-angiogenic, anti-cancer, and anti-metastatic activities through protein and histone-DNA alterations [33,35,36,37,38,39]. Compared with other ruthenium-based drugs, Rapta-C is strikingly competitive, especially when administered in combination with other drugs [35].

In this study, we selected seven repurposed non-oncology drugs and screened for multidrug combinations to potentiate the activity of Rapta-C. Using our validated phenotypic approach [25,40,41,42], we identified a low-dose, synergistic, optimized drug combination (ODC). This ODC selectively targeted cancer cells and was active in sunitinib-resistant cells, reducing the ATP production by 50%. The ODC contained Rapta-C and erlotinib (anti-cancer), metformin (anti-diabetic) and parthenolide (anti-inflammatory). We evaluated the cellular and molecular changes induced by the treatment with this drug combination, which demonstrated genetic and metabolic regulations. These results showed significant alterations in the cellular metabolism, notably lipid metabolism. Furthermore, our data revealed dysregulations in cell attachment and transcription. In vitro validation in complex heterotypic 3D co-cultures and murine organoid-like cultures led to an in-depth analysis of the anti-cancer efficacy regarding a favorable safety/toxicity profile at the cellular level, suggesting a good translatability of the ODC.

## 2. Materials and Methods

### 2.1. Cell Culture

Three distinct human ccRCC cell lines, A498, Caki-1 and 786-O and non-cancerous HEK-293T (human embryonic kidney) cells, were purchased from ATCC. The cancer cell lines were isolated from the epithelial part of cancer lesions, with A498 being isolated from a primary ccRCC lesion, Caki-1 from a skin metastasis, and 786-O from a primary clear cell adenocarcinoma. Subsets of A498, Caki-1, and 786-O RCC cells were split and chronically treated with 1 µM sunitinib to obtain sunitinib-naïve and sunitinib-resistant cells, referred to as -SR. Normal human adult dermal fibroblasts (NHDFα) were purchased from Vitaris (Baar, Zug, Switzerland). Prof. AW Griffioen (Angiogenesis Laboratory, Vrije Universiteit Amsterdam, 1081 HV Amsterdam, The Netherlands) generously donated human immortalized endothelial cells (ECRF24). Immortalized epithelial cells isolated from the renal cortex and proximal tubule (RPTEC/TERT1) as well as immortalized peripheral blood monocytes (THP-1) and T cells (BCL2 Jurkat) were purchased from ATCC.

Cells were cultured at 37 °C in either DMEM (A498, Caki-1) or RPMI medium (786-O and HEK-293T, THP-1, Jurkat) supplemented with 10% fetal bovine serum (S1810-500, Biowest, Nuaillé, France) and 1% penicillin/streptomycin (4-01F00-H, Bioconcept, Basel, Switzerland,). NHDFα cells were cultured in special fibroblast medium (C-23110-PRO, Vitaris) and ECRF24 in 50:50 DMEM and RPMI medium in flasks coated with 0.2% gelatin. RPTECs were cultured in epithelial cell medium (4101, ScienCell Research, Carlsbad, CA, USA).

Cells were tested for mycoplasma contamination frequently and have been authenticated by Microsynth AG (Balgach, St. Gallen, Switzerland). Cell line identity was confirmed with STR systems from Promega (Zurich, Switzerland) and subsequent database comparison.

### 2.2. Drugs

3-Hydroxytyramium (S15944309, Merck, Zug, Switzerland), diclofenac (D6899-10G, Sigma-Aldrich, Zug, Switzerland), and haloprogin (FD131, SynChem, Altenburg, Germany) were purchased, as indicated. Rapta-C was synthesized using a method presented elsewhere in the literature [43]. Acetylsalicyl acid (HY-107831), disulfiram (HY-B0240), famotidine (HY-B0377), ivermectin (HY-15310), metformin (HY-17471A), parthenolide (HY-N0141) and verapamil (HY-A0064) were purchased through MedChemExpress (Monmouth Junction, NJ, USA). Erlotinib-HCl was purchased from LC laboratories (Woburn, MA, USA). 3-Hydroxytyramium, diclofenac and metformin were dissolved in sterile ultrapure water. All other drugs were dissolved in sterile DMSO. Dependent on the solubility, drug stock solutions were prepared for long-term storage at −80 °C (Table S11). Sunitinib (Pfizer), was dissolved in sterile DMSO (Sigma-Aldrich, D8418-50 ML) and used as positive control at 0.01% in cell culture medium.

### 2.3. Heterotypic 3D Co-Cultures

Heterotypic 3D co-cultures of 700 ccRCC, 200 NHDFα and 100 ECRF24 cells [44] were established without the addition of extracellular matrix components or supplemented with 0.5 mg/mL collagen type I (A1048301, Sigma Aldrich). Those co-cultures were further supplemented with 35 Jurkat and 70 HP-1 cells [44] in experiments measuring the impact of the ODC_REMP_ treatment on those immune cell subsets. To promote spheroid formation, 80 µL/well were seeded in a round-bottomed 96-well plate with a cell-repellent surface (Cellstar^®^ 650970), or in 96-well round bottomed plates (353077, Beckton Dickinson, Nyon, Switzerland) coated with poly-2-hydroxyethyl methacrylate (P3932-10G, Sigma Aldrich) and centrifuged at 4 °C for 2 min at 1200 rpm. Drug treatments on co-cultures were initiated 48 h after spheroid formation.

### 2.4. Cell Viability Assay

Drug treatment activity in 2D and 3D cell culture models was measured using the CellTiter-Glo^®^ cell metabolic activity (ATP) assays (G7572 and G9683, Promega, Madison, WI, USA), according to the manufacturer’s instructions. Bioluminescence readout was performed using a BioTek Cytation 3 and Gen5 Image software version 3.04 at default settings.

### 2.5. RNA Sequencing

An RNA easy^®^ Plus Kit (74134, Qiagen, Hilden, Germany) was used to isolate RNA following the manufacturer’s instructions. The RNA quality control was performed as well as library preparation through TruSeqHT Stranded mRNA (Illumina). An Illumina HiSeq 4000 System using the 100 bp single-end reads protocol was applied for the sequencing experiments. A quality control was added with FastQC v.0.11.5. The reads were aligned to the human genome (UCSC hg38) using STAR v.2.5.3a software [45]. With PicardTools v.2.9.0, the biological quality control was incorporated and the HTSeq v.0.9.1 was utilized for raw count acquisition [45]. Normalization and differential expression analysis were performed using the R/Bioconductor package edgeR v.3.24.3 [46]. A general linear model, negative binomial distribution, and quasi-likelihood F test were applied to assed the statistical significance. Genes with a fold change >2 and *p*-value < 0.05 (with a false discovery rate of 5%) were considered differentially expressed.

Genes up- and downregulated after ODC treatment were analyzed according to the gene ontology enrichment analysis in Enrichr [47]. The RNA-Seq data have been deposited in the NCBI Gene Expression Omnibus [48] with GEO Series accession GSE174740.

### 2.6. Metacore Analysis

MetaCore^TM^, a web-based analytical tool of Cortellis^TM^ and hosted by Clarivate Analytics [49], was used to perform network and pathway analysis of RNA sequencing data to obtain a graphical output. This analysis tool enabled the development of a molecular understanding of the genetic alterations after drug combination treatment in Caki-1-SR cells in comparison to sham-treated Caki-1-SR cells. The analysis was performed focusing on 10–30 nodes in one pathway or network, to comprehensively mine for the underlying pathway alterations.

### 2.7. Analysis of the Lipid Classes

Sample preparation and LC-HRMS/MS analysis was performed following the same procedure as previously described by Rausch et al. [50]. The MS data were converted from RAW (Thermo) standard data format to .mzXML format using the MSConvert software, part of the ProteoWizard package [51]. The converted files were treated using the MZMine software suite v. 2.38 [52]. A more detailed explanation on data treatment is given in the Supplementary Information S1. The data are deposited on GNPS and can be accessed through doi:10.25345/C5P53K.

### 2.8. Flow Cytometry Analysis

The 3Dcc^imm^ were characterized through flow cytometry analysis. The 3Dcc^imm^ spheroids were dissociated using AccuMax-solution to obtain single-cell suspension and antibody-labelling was performed on ice for max. 1 h. Fluorophore-coupled antibodies are listed in Table S12 and were purchased from BD Bioscience (San Jose, CA, USA) or Biolegend (London, United Kingdom). Annexin V-APC (640920) and propidium iodide solution (421301) were used to analyze apoptosis and cell cycle distribution. Both chemicals were purchased from Biolegend and used following the instructions given by the manufacturer. The cells were analyzed on a Beckton Dickinson (BD) LSRFortessa (5 lasers; Franklin Lakes, NJ, USA) and BD FACSDiva^TM^ v9 software (San Diego, CA, USA).

### 2.9. Organoid Generation

Experiments including Swiss nu/nu mice (NU(Ico)-Foxn1nu) were performed in accordance with the Institutional Ethical Committee of Animal Care in Geneva and the Swiss Cantonal Veterinary Office (authorization number GE-100-20). Both female and male mice were obtained at an age of 6–8 weeks from Charles River (Écully, France). A total of 5 × 10^6^ Caki-1 or Caki-1-SR cells were harvested and re-suspended in 100 µL of DMEM medium supplemented with 1% FCS. Cells were inoculated subcutaneously in the left flank. Tumor growth was monitored for 21 days. After sacrificing the animals, tumors were resected and dissociated enzymatically and mechanically to obtain tissue chunks of <1 mm^2^. Cell-tissue chunks were maintained for 6 days to promote cell aggregation, proliferation, and the natural formation of spheroids and organoid-like constructs in StemPro medium [53]. To perform the analysis of treatment response, these aggregates were re-dissociated to obtain a single-cell suspension and seeded, following the same protocol as for 3D cultures from cell lines distributing 1000 cell per well.

## 3. Results

### 3.1. Phenotypic Synergy Screen Identifies Drug Hits for Combinatory Treatment in ccRCC Cell Lines

We intended to block the cellular responses and signal transduction of ccRCC at varying levels in our approach. Therefore, we included drugs in the initial set that bound to extra-, intra-cellular and nuclear, i.e., DNA targets (Table 1). Chemotherapeutics bind and alter DNA, and at present, ruthenium-based drugs have proven to be strong candidates [54,55]. Rapta-C, an experimental ruthenium (II)-based compound, binds to the histone proteins in chromatin, exploiting favorable anti-cancer activity, further demonstrated to be favorable for drug combination studies [35].

Intending to identify drugs that might interact synergistically in combination with Rapta-C, we selected eleven repurposed drugs, based on the following criteria: (i) reported anti-cancer activity; (ii) validation via the ReDo project [14]; (iii) literature information [4,6,7,13,15,69,70]; and (iv) known combinations with cisplatin or with ruthenium(II)-based compounds (Table S1).

In the first step, we evaluated the dose-related cytotoxicity of each drug to initiate the synergy screen by creating drug response curves (Figures S1–S3). This was performed in parallel in human treatment-naïve and chronically treated ccRCC cells with sunitinib (-SR), as well as in non-cancerous HEK-293T and RPTECs of kidney origin.

The dose–response curves were used to determine the doses needed to initiate the screen. Two doses were chosen to calculate the dose-dependent effects of each drug (Table S2). The concentrations tested aligned with the reported maximal plasma dose (MPD) of (i) mice during preclinical testing or (ii) patients during clinical testing or after approval. The concentrations were related to the standard application for the initial indication. We performed the experiments in ccRCC cell lines and measured the cellular metabolism (ATP levels) compared to the sham-treated control (CTRL, 0.01% DMSO in culture medium). The drug and dose-dependent responses were similar for all ccRCC cell lines.

A phenotypic screen called Therapeutically Guided Multidrug Optimization [40,41,42,71] (TGMO, Figure 1A) was used to identify drug–drug interactions between the twelve drugs administrated at two doses. Drug–drug interactions were compared to interactions reported in the literature (Table S3).

Following the TGMO design, a small number of experimental data points were gathered in searches 1–3 and fed into a model mathematically describing single drug effects, dose-related effects, two-drug interactions, and the relationship between the drug combination input and output activity of each possible two-drug combination (Figures S4 and S5) [25]. Regression coefficients are the final output of the linear regression calculation, which can be used to ascertain synergy, additivity or antagonism between drugs.

In the course of the TGMO, multiple combinations varying in the number of drugs were tested, ranging from twelve to two drugs. Search 1 was dedicated to determining the drugs not adding efficacy to the combinations or presenting an antagonism to most other candidates. Transient from search 1 to search 2, five drugs were removed, and the remaining were screened again. In search 2, we included the therapeutic window, which describes the difference of the combined cytotoxic effect in non-cancerous cells (RPTECs) and ccRCC cells, eliminating a further three drugs. In search 3, four drug candidates per cell line were tested to determine the final drug combination.

The three consecutive search rounds led to identifying an optimized cell-type-specific drug combination (Figures S4 and S5) in Caki-1 sunitinib-naïve (SN) and sunitinib-resistant (-SR) cells [50]. This combination consisted of Rapta-C, erlotinib, metformin and parthenolide, and was further abbreviated as ODC_REMP_ (Figure 1B). Mathematical and statistical information accompanying the TGMO search showed underlying synergy (CI = 0.65 [72]; Figure S6) between the drugs and a robust model accuracy represented through a coefficient of multiple determination (Figure S7). The combination presented a similar efficacy in reducing the ATP levels of both SN and SR cells (>40%), and in Caki-1-SR cells, the combined activity was more potent than the single-drug activities (Figure 1C).

### 3.2. Activity Validation of the ODC

We discovered that sunitinib-naïve and -resistant ccRCC cells of primary origin (A498, 786-O) were predominantly insensitive to ODC_REMP_ (Figure S8). This result suggests that the anti-cancer activity in Caki-1(-SR) cells is based on triggering molecular targets particularly present in these cell lines. Treating non-cancerous cells originating from non-malignant tissue, i.e., human kidney tubular epithelium (RPTEC), endothelium (ECRF24), and fibroblast (NHDFα; Figure S9), revealed that the ATP levels remained stable upon treatment. In addition, we included immortalized immune cell lines, i.e., BCL2-Jurkat CD4+ T cells and THP-1 monocytes. The ATP levels of Jurkat and THP-1 cells cultured separately in 2D cultures decreased by approximately 50%.

Exposing Caki-1-SR clones 2 and 3, which have different genetic backgrounds, to ODC_REMP_, the activity of the combination was maintained (Figure 1D). At the same time, the removal of one or two of the drugs from ODC_REMP_ reduced the activity. Dose increases in ODC_REMP_ increased the activity in RPTECs (Figure 1E and Figure S10).

The results described above were obtained after a single 72 h incubation of cells with drugs. Another two consecutive times (72 h), retreatment of the same cells led to a further significant decrease in the ATP level (Figure 1F).

### 3.3. RNA Sequencing Reveals the Upregulation of Genes Related to Apoptosis, Cell Adherence and Metabolism upon ODC_REMP_ Treatment

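RNA was taken from Caki-1-SR clone 1, a subline of the human ccRCC line Caki-1 that is resistant to sunitinib, an inhibitor of receptor tyrosine kinases, and is kept in 1 µM of it. A set of 3 cultures was treated for 24 h with ODC_REMP_, which holds 2 µM Rapta-C (a ruthenium compound), 1 µM erlotinib (an inhibitor of the EGFR kinase), 1 µM metformin (an anti-diabetic drug) and 5 µM parthenolide (an anti-inflammatory plant compound). Another 3 cultures served as the control (CTRL), which the paper calls untreated in its results, and sham-treated in its methods and in the legend of Figure 2. The authors sequenced stranded mRNA libraries as single-end reads, aligned the reads with STAR to the hg38 genome and counted them per gene with HTSeq. They deposited these counts for 26485 gene symbols, without normalization. The counts summed to 20882856, 18764945 and 17785229 in CTRL libraries 1, 3 and 5, and to 20462909, 19182441 and 20682681 in ODC_REMP_ libraries 2, 4 and 6, numbered as in the submitters' labels. The labels give no replicate number that the groups share, and the libraries were left unpaired. A second fit, the paired fit, was chosen after the data were seen, and took CTRL and ODC_REMP_ libraries of adjacent numbers as pairs. Replicate libraries differed by more than the sampling noise, with a chi-square between 19.7 and 61.5 per gene over all replicate pairs, and each was counted as 1 sample. A level of 3 counts, taken as the floor, corresponds to between 0.144 and 0.166 counts scaled to the library total (CPM) in these libraries, and it covers counting error only. The paper's text names no filter on low counts. Here edgeR's filterByExpr, with a minimum count of 10 and a minimum total of 15, kept 12689 genes. Library sizes were scaled by the TMM method, and the groups were compared gene by gene with edgeR's quasi-likelihood test, two-sided. All CPM values are TMM-scaled, and log2 fold changes give ODC_REMP_ against CTRL. The tests, the gene lists, the rule for the genes named and the alternative settings were fixed before the data were examined. Libraries from a 2 h treatment, which the paper's text does not mention, were analysed separately.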

To study the consequences of ODC_REMP_ treatment on RNA expression (Figure 2A), we incubated Caki1-SR clone 1 cells for 24 h with ODC_REMP_ to capture the onset of gene down- and upregulation. Significant differential expression was detected for 284 genes (raw *p*-value < 0.05 and FC ≥ 2) between the control conditions (untreated Caki-1-SR cells; Caki-1-SRCTRL) and Caki-1-SR cells treated with ODC_REMP_. These alterations included a cluster of 22 genes (*p*-value with false discovery rate (FDR) < 0.05 and FC ≥ 2) with 2 being down- and 20 upregulated corresponding to cell signaling and transcription processes (Table S4). 

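Of the 12689 genes tested, 298 had an unadjusted p under 0.05 in the quasi-likelihood test and a fold change of at least 2. Among them, 225 were higher and 73 lower in the ODC_REMP_-treated cells. At any fold change, 1553 genes had an unadjusted p under 0.05. The paired fit, chosen after the data were seen, gave 2999. The values of the 3 treated libraries did not overlap those of the 3 CTRL libraries in 2276 of all tested genes (17.9%), where chance alone gives 10%. The common biological coefficient of variation between replicate libraries was 0.166. In 2 of the 298 genes, a whole group had no more than 3 counts per library, so the size of their change is known only as a lower bound. Of the alternative settings, the filter on low counts moved the number most. With every gene of at least 1 count in total tested, 525 genes passed, 389 higher and 136 lower, and 294 of these were among the 298. Without ODC_REMP_ library 6, 474 genes passed, of which 260 were among the 298.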

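With an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold change of at least 2, 21 genes passed, 19 higher and 2 lower in the treated cells. At any fold change, 24 genes passed. FTL encodes the ferritin light chain and lies on chromosome 19 of hg38 from 48965309 to 48966879 (GENCODE release 44). It rose from 289 ± 33.2 CPM (SD, n = 3) to 1190.4 ± 141 CPM (SD, n = 3). Its log2 fold change was 2.04 (standard error 0.13, adjusted p = 0.00216 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NQO1, a quinone reductase gene on chromosome 16 from 69706996 to 69726668, rose from 199.6 ± 19.5 to 581 ± 20.4 CPM (log2 fold change 1.54, standard error 0.10, adjusted p = 0.00216 from the same test). The genes that fell were LYPD1 and ETV1. LYPD1, on chromosome 2 from 132643286 to 132671579, went from 9.89 ± 0.970 to 1.62 ± 0.595 CPM (log2 fold change -2.62, standard error 0.27, adjusted p = 0.0207 from the same test). ETV1, on chromosome 7 from 13891229 to 13991425, went from 11.3 ± 1.23 to 2.73 ± 1.00 CPM (log2 fold change -2.05, standard error 0.26, adjusted p = 0.0404). The other genes that rose include TRIM16L, FTH1, TRIM16, RRAD, NDRG1, IGFBP3, HIST1H2BD, GPC1, LGI2, BLVRB, NCR3LG1, ABCC3, ATOH8, FAM102B, NINJ1 and CCDC113. Their adjusted p ran from 0.00955 for TRIM16L to 0.0461 for CCDC113, and their log2 fold changes from 1.04 for FAM102B to 3.07 for ATOH8. LGI2, left out of this range because its size is known only as a bound, had at most 1 count in each CTRL library and 17 to 30 in the treated ones, and was at least 7.69-fold higher. Processed pseudogenes share sequence with FTL and FTH1, and TRIM16 and TRIM16L are near-identical copies, so the counts of these genes are uncertain. The number of genes depended on single libraries. It was 2 without CTRL library 1, 3 without ODC_REMP_ library 2, 4 without CTRL library 3, 12 without CTRL library 5 and 53 without ODC_REMP_ library 6. With edgeR's likelihood ratio test, which gave the largest number, 186 genes passed, all 21 among them. The paired fit, chosen after the data were seen, gave 176 genes, 136 higher and 40 lower, with all 21 among them, and 686 at any fold change. FTL and NQO1 kept an adjusted p of at most 0.0408 in each of the 17 alternatives, and each of the other genes lost its call in at least 2 of them.

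**Figure D1:**
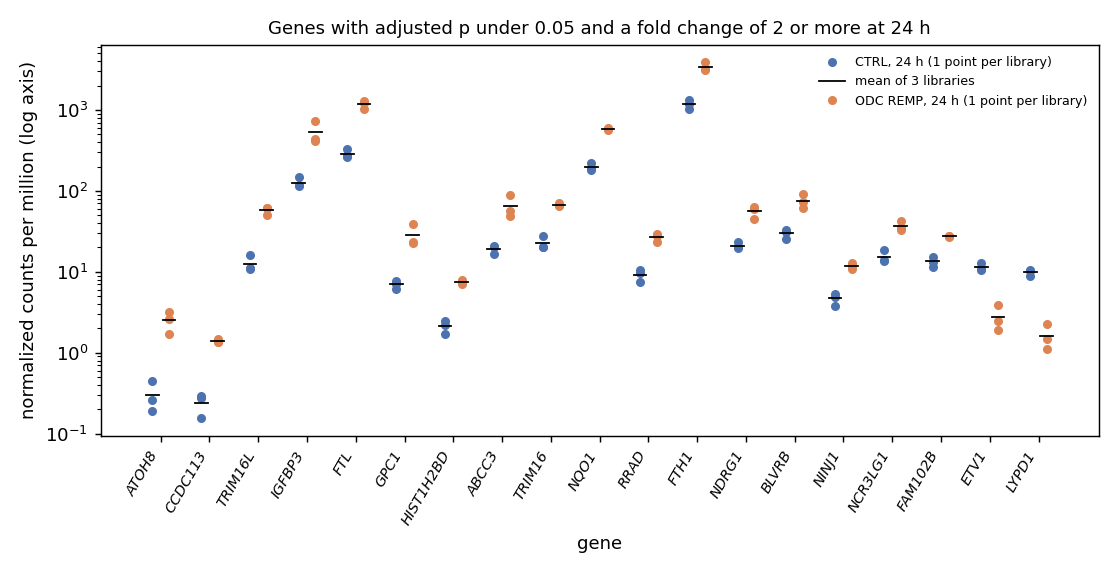
CPM (TMM-scaled, log axis) of 19 of the 21 genes in each 24 h library, with CTRL libraries in blue, ODC_REMP_ libraries in orange and a black line at the mean of the 3 libraries of each group. The groups do not overlap in any of these genes, and LGI2 is not drawn because a CTRL library had 0 counts.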

The functions of these genes were attributed to chemotaxis, metabolic pathways and DNA damage repair (Figure 2B, Figures S11 and S12). 

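Functions were compared with 22 lists of 11 to 55 genes, written from general knowledge. Each list was tested with limma's camera, two-sided, with its preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the lists. At 24 h, 14 of the 22 lists had an adjusted p under 0.05. Under fry 3 of these held (NRF2 targets, glycolysis and sphingolipid metabolism), and with a correlation estimated from the data only the NRF2 targets did. With the libraries paired, a fit chosen after the data were seen, the same 14 lists passed under camera, 2 under fry (NRF2 targets and sphingolipid metabolism) and 0 with an estimated correlation. Of the 24 chemotaxis genes tested, 16 were higher and 8 lower in the treated cells, with a median log2 fold change of 0.24 (camera, adjusted p = 0.0219), and the mean over the list was higher in 7 of the 9 pairs of a treated and a CTRL library. The median was the same with the 1 member at the floor set to its bound. No chemotaxis gene had an adjusted p under 0.05 over all genes tested, 5 did when adjusted over the list alone, and 6 had an unadjusted p under 0.05. Pairing made these numbers 6, 8 and 11. The axon guidance receptor gene ROBO1 rose by 0.57 on the log2 scale (standard error 0.092, adjusted p = 0.0712 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while SEMA3A fell by 1.04 (standard error 0.23, adjusted p = 0.131). Their adjusted p from the same test were 0.0121 and 0.0182 in the paired fit. The chemokine gene CXCL16, with a smaller p than SEMA3A, was higher (adjusted p = 0.107 from the same test, and 0.0165 in the paired fit). The chemotaxis median was 0.42 without CTRL library 5. The adjusted p of this list was 0.143 without CTRL library 3 and 0.137 without ODC_REMP_ library 6, within a range from 2.66e-05 to 0.475 over its alternatives. Of 54 DNA damage repair genes, 13 were higher and 41 lower, with a median of -0.066 (camera, adjusted p = 0.0144), and the list was lower in 8 of the 9 pairs. No repair gene passed over all genes or adjusted over the list alone, and 6 had an unadjusted p under 0.05. CHEK1, a member with a low unadjusted p, had a log2 fold change of -0.32 (adjusted p = 0.214 from edgeR's test). The repair list lost its call without CTRL library 3 (median -0.070, adjusted p = 0.101) and without ODC_REMP_ library 6 (-0.065, adjusted p = 0.158). Its median was -0.10 without ODC_REMP_ library 2 and -0.11 without CTRL library 5, and its adjusted p ranged from 0.00343 to 0.466 over the alternatives.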

Following network analysis in MetaCoreTM, variations in the regulation of apoptosis, cell adherence, cytoskeletal rearrangement, and transcription were detected (Figure 2C). 

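The MetaCore network analysis was not repeated here. Of the 42 apoptosis genes tested, 20 were higher and 22 lower in the treated cells, with a median log2 fold change of -0.0039 (camera, adjusted p = 0.374). The 46 cell adherence genes split into 27 higher and 19 lower, with a median of 0.072 (adjusted p = 0.256). The 53 genes of cytoskeletal rearrangement had a median of -0.016, with 26 higher and 27 lower (adjusted p = 0.886). The count of list members past an adjusted p of 0.05 over all genes was 0 in each of these 3 lists. Adjusted over the list alone, 1 apoptosis gene, 0 cell adherence genes and 4 cytoskeletal genes passed, and 4, 9 and 11 had an unadjusted p under 0.05. In the paired fit, chosen after the data were seen, 6, 8 and 5 members passed over all genes, 8, 12 and 11 when adjusted over the list alone, and 14, 20 and 21 had an unadjusted p under 0.05, while the lists stayed without a call. Without ODC_REMP_ library 2, the cell adherence list passed (median 0.096, adjusted p = 0.0309, in a range from 0.0309 to 0.834 over its alternatives). Without ODC_REMP_ library 4, its median was -0.016, and it was 0.016 without CTRL library 1, 0.11 without CTRL library 3 and 0.028 without CTRL library 5.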

The most significant changes, highlighted through the MetaCoreTM network analysis, were found in the necrosis factor-kappa B (NF-κB) signaling pathway between NF-κB and the upstream located inhibitory kinase of NF-κB located upstream (44.4%; 5.166–22), together with a positive regulation of NF-κB transcription factor activity (48.1%; 8.049–20; Tables S5 and S6).

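All 31 NF-κB signaling components listed were tested, of which 24 were higher and 7 lower after treatment. Their median log2 fold change was 0.19 (camera, adjusted p = 3.00e-05), and the list was higher in each of the 9 pairs of a treated and a CTRL library. Among the 29 NF-κB target genes, 25 were higher and 4 lower, with a median of 0.59 (camera, adjusted p = 3.60e-14), again higher in all 9 pairs. This median was 1.02 without CTRL library 5. The lists share members, NFKBIA and NFKB2 among them, so they are not independent. Under fry both lost their call (adjusted p = 0.122 each), as with an estimated correlation (0.238 and 0.215). For each list, another split of the 6 libraries 3 against 3 gave a smaller unadjusted camera p. These were 3.21e-07 for the components and 1.41e-20 for the targets, against 9.56e-06 and 4.91e-15 for the real split. In neither list did a gene pass over all genes tested. Adjusted over the list alone, 11 components and 14 targets passed, and 12 and 16 had an unadjusted p under 0.05. With the libraries paired, a fit chosen after the data were seen, 8 components and 6 targets passed over all genes. NFKBIA, which encodes the inhibitor IκBα, went from 32.1 ± 6.24 CPM (SD, n = 3) to 61.1 ± 9.94 CPM (SD, n = 3), a log2 fold change of 0.93 (standard error 0.17, adjusted p = 0.0982 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.0385 with every gene of at least 1 count tested, in a range from 1.51e-04 to 0.379 over its alternatives. The kinase gene IKBKB fell by 0.69 on the log2 scale (standard error 0.14, adjusted p = 0.107), and it was lower in every treated library than in every CTRL library. NFKB2 rose by 0.80 (adjusted p = 0.133) and RELB by 1.26 (adjusted p = 0.165). The genes NFKB1, RELA, REL, CHUK and IKBKG had log2 fold changes between -0.11 and 0.36 and adjusted p of at least 0.452. NFKBIA and IKBKB had adjusted p of 0.0279 and 0.0248 from the same test in the paired fit. The likelihood ratio test and DESeq2 each gave NFKBIA, NFKB2, RELB and IKBKB an adjusted p under 0.05, and so did the joint fit of all 11 libraries for IKBKB (0.0209, in a range from 0.00170 to 0.379).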

The targets, detected through RNA sequencing, were not necessarily part of the signaling pathways with which these drugs are known to interfere. Therefore, we used an in silico prediction tool (SwissTargetPrediction [73]) to determine whether these targets might be off-targets with suitable binding sites. We collected the canonical SMILES codes (Table S7) for the drugs erl, met and par from PubChem within the ODC_REMP_ and inserted them in the search tool. Rapta-C has a complex structure; therefore, the generation of the SMILES code was difficult and had to be adapted from previous studies [33,34,74,75] to fit the prediction tools. We selected all targets with a binding probability > 0.05 and ordered them alphabetically (Table S8). This step revealed that RNA sequencing showed the interplay of the drugs and the regulation of non-obvious targets. The output of the prediction tool referenced four targets for Rapta-C with a binding probability of 0.1016.

In parallel, we performed Western blot experiments to determine the protein expression of hypoxia-inducible factor-1α, HDAC1/2, Rho-associated protein kinase, as well as CD41 and CD44. Both CD41 and CD44 are proteins related to epithelial–mesenchymal transition, which occurs when cells of endothelial origin (as the Caki-1-SR cells) lose cell–cell adhesion. The analysis was performed after 24 h treatment; however, no significant changes were detected (Figure S13; Tables S6 and S8).

### 3.4. ODC_REMP_ Treatment Has an Impact on the Metabolism of Ceramide and Glycerophospholipids in ccRCC Cells

The effect of the ODC_REMP_ treatment on the cellular metabolism detected through RNA sequencing was investigated further through the analysis of the cell and drug metabolism by high-resolution tandem mass spectrometry (LC-HRMS/MS). We focused on drug metabolites and apolar cell metabolites because of the reported effects of metformin and parthenolide on the lipid metabolism [77,78,79].

After 24 h of incubation with ODC_REMP_, the culture medium containing the drugs (supernatant) was separated from the cells. The cells were quenched, and metabolites were extracted using methanol (cell extract; Figure S14A). In the supernatant (Figure S14C, right graph), all peaks corresponding to the four drugs of the ODC_REMP_ were detected (compared with standard solutions; Figure S14B). For sunitinib, two peaks were detected in the supernatant and the extract, corresponding to the two stereoisomers of sunitinib [50] (Figure S14C,D). However, in the cell extract, only erlotinib was detected together with sunitinib isomers [80]. The reversible conversion from (*Z*)-sunitinib to (*E*)-sunitinib [34,80] occurs through light exposure (Figure S14C). We have previously reported on both (*Z*)- and (*E*)-sunitinib isomers in the cell interior after sunitinib-resistance induction [50].

We also observed alterations of metabolites not related to the drugs themselves following the ODC_REMP_ treatment (Figure 2B). Focusing on the lipid classes, we detected significant increases in ceramides and lipids with glycerophosphate residues (Figure 2C). Inspecting these alterations per lipid class showed a rise in sphingolipid derivatives after ODC_REMP_ treatment (Figure 2D). Within the most significantly changed sphingolipids were the main classes of ceramides, glycosphingolipids and glycerophosposerines (Figure 2E and Table S9).

Connecting between gene expression and lipophilic metabolite patterns (Figure 3) revealed that ODC_REMP_ influences ceramide, choline and glucose metabolism. This connection has been performed based on the single read-outs linking the metabolites with the corresponding enzymes. 

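Of the 36 genes tested on the glycolysis list, 24 were higher and 12 lower, with a median log2 fold change of 0.065 (camera, adjusted p = 0.0390). Of its members, 1 passed over all genes, 5 passed when adjusted over the list alone, and 9 had an unadjusted p under 0.05. The list was higher in all 9 pairs of a treated and a CTRL library. The call was lost without CTRL library 3 (median 0.063, adjusted p = 0.0898), without CTRL library 5 (0.099, adjusted p = 0.135) and without ODC_REMP_ library 6 (0.055, adjusted p = 0.0877), within a range from 0.0121 to 0.215 over the alternatives. Without ODC_REMP_ library 2, the median was 0.098. The sphingolipid list held 30 tested genes, 23 higher and 7 lower, with a median of 0.14 (camera, adjusted p = 0.0191) and higher values in all 9 pairs. None of its members passed over all genes, 5 passed when adjusted over the list alone, and 7 had an unadjusted p under 0.05. Pairing the libraries, chosen after the data were seen, let 6 glycolysis genes and 3 sphingolipid genes pass over all genes. Under fry the glycolysis list lost its call in the paired fit (adjusted p = 0.162). Without ODC_REMP_ library 6, the sphingolipid median was 0.093 (adjusted p = 0.137, range 0.00970 to 0.215), and without CTRL library 1 it was 0.091. Phosphatidylcholine metabolism had 19 genes higher and 12 lower, a median of 0.11 and an adjusted p of 0.963, and its median was -0.024 without ODC_REMP_ library 4 and 0.050 without ODC_REMP_ library 6. None of these 31 genes passed over all genes, 3 passed when adjusted over the list alone, and 9 had an unadjusted p under 0.05. The paired fit gave 8 and 10, with 13 at an unadjusted p. This list includes phospholipase C genes, whose action on phosphatidylcholine was not tested. Across the whole set of 75 genes that the paper's named enzymes and proteins stand for, 60 could be tested, of which 0 passed over all genes, 15 passed when adjusted over the list alone and 18 had an unadjusted p under 0.05. Over all genes, 12 passed in the paired fit. The paper named several of these enzymes from the same libraries, so an adjustment over this list alone is not an independent test. By linking the expression of such enzymes with the metabolites they act on, the paper concludes that ODC_REMP_ changes the metabolism of ceramide, choline and glucose.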

Glycolysis in cancer cells is often used to produce lactate (Warburg effect [81,82]) from glucose. Our data suggested that the expression of glucose-6-phosphatase is downregulated; this phosphatase reconverts glucose-6-phosphate to glucose. 

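Glucose-6-phosphatase has 3 catalytic subunit genes. G6PC, on chromosome 17 of hg38 from 42900797 to 42914438, and G6PC2, on chromosome 2 from 168901291 to 168910000, had 0 counts in all 6 libraries, so a change in them was not detectable at this depth. G6PC3, on chromosome 17 from 44070620 to 44082151, was measured at 42.9 ± 2.65 CPM (SD, n = 3) in CTRL and 55.2 ± 3.46 CPM (SD, n = 3) in treated cells. Each treated library was above each CTRL library. The log2 fold change was 0.36 (standard error 0.10, adjusted p = 0.197 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lay between 0.31 and 0.41 with each library left out in turn. G6PC3 had an adjusted p of 0.0281 when adjusted over the list alone, that is over the tested genes for the enzymes and proteins the paper names. With the libraries paired, which was chosen after the data were seen, its adjusted p from the same test over all genes was 0.0377. The list alone holds enzymes that the paper named from these same libraries. An adjustment over it, here and below, is therefore not an independent test.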

Downstream, pyruvate can be enzymatically transformed to acetyl-CoA or lactate. During aerobic glycolysis, acetyl-CoA is produced. However, our RNA sequencing data revealed a downregulation of the pyruvate dehydrogenase phosphatase enzyme, which converts pyruvate to acetyl-CoA. This indicates that after ODC_REMP_ treatment, cells, in turn, might induce the production of lactate and lipid synthesis. Such behavior can also be seen with the Warburg effect, which describes the modified cellular metabolism in cancer cells favoring lactate production from glucose in an aerobic environment.

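PDP1, the catalytic subunit gene of pyruvate dehydrogenase phosphatase on chromosome 8 from 93857807 to 93926068, went from 148 ± 9.10 CPM (SD, n = 3) in CTRL to 88.8 ± 11.8 CPM (SD, n = 3) in treated cells. Every treated library was below every CTRL library. The log2 fold change of PDP1 was -0.73 (standard error 0.12), with an adjusted p of 0.0712 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and of 0.00671 when adjusted over the list alone. The adjusted p over all genes was 0.0252 without ODC_REMP_ library 6, where the log2 fold change was -0.85, and 0.0317 with every gene of at least 1 count tested. It was 8.57e-05 with the likelihood ratio test and 4.33e-05 with DESeq2, and the range over the 17 alternatives was 4.33e-05 to 0.295. In the paired fit, chosen after the data were seen, it was 0.00761 from the quasi-likelihood test. PDP2, the gene of the other catalytic subunit, had a log2 fold change of -0.29 (adjusted p = 0.495), and PDPR, the regulatory subunit gene, of 0.11 (adjusted p = 0.719).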

Mass spectrometry analysis detected a substantial increase in phospholipid metabolism. By linking this result with RNA sequencing data, we detected a significant downregulation (FC ≥ 2, *p*-value with FDR < 0.05) of phospholipase C, the enzyme converting phosphatidylcholine to 1,2-diacylglycerol. 

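Of 13 phospholipase C genes, 10 had enough counts to be tested. The paper's text names no gene for this enzyme, and these counts do not show which of the genes act on phosphatidylcholine. Of the 10 genes tested, 6 were higher and 4 lower in treated cells, with log2 fold changes from -1.76 to 0.85. None had an adjusted p under 0.05 over all genes. PLCG1 (0.0036) and PLCE1 (-0.017) lay close to 0. PLCH1, on chromosome 3 from 155375580 to 155745071, fell from 4.54 ± 0.894 CPM (SD, n = 3) to 1.33 ± 0.345 CPM (SD, n = 3), with every treated library below every CTRL library. Its log2 fold change was -1.76 (standard error 0.27, adjusted p = 0.0655 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p was 0.00671 when adjusted over the list alone. PLCH1 passed the adjusted threshold with every gene of at least 1 count tested (0.0271), with the joint fit of all 11 libraries (0.0167), with the likelihood ratio test (4.45e-06), with DESeq2 (4.50e-05) and without ODC_REMP_ library 6 (0.0394). The range over the 17 alternatives was 4.45e-06 to 0.295. PLCD3 rose by 0.56 on the log2 scale (standard error 0.13, adjusted p = 0.146), with 0.0158 when adjusted over the list alone. Of the others, PLCB4 rose by 0.66 (adjusted p = 0.295) and PLCD1 by 0.85 (adjusted p = 0.552). A fit with the libraries paired, chosen after the data were seen, gave adjusted p of 0.0182 for PLCH1, 0.0110 for PLCD3 and 0.0379 for PLCB4 from the quasi-likelihood test.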

There are two ways of supplying choline for this reaction, i.e., extracellular uptake and production during phosphatidylcholine metabolism. Further downstream in the metabolism of phosphatidylcholine, the enzymes acetylcholinesterase and butyrylcholinesterase were downregulated. These enzymes use acetylcholine to produce choline and acetyl-CoA.

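The acetylcholinesterase gene ACHE, on chromosome 7 from 100889994 to 100896974, had 0 counts in the 3 CTRL libraries and at most 2 in a treated library. Both groups were under the floor of 3 counts, and a change in it was not detectable. The butyrylcholinesterase gene BCHE, on chromosome 3 from 165772904 to 165837462, fell from 7.53 ± 0.306 CPM (SD, n = 3) to 3.96 ± 0.545 CPM (SD, n = 3). All treated libraries lay below all CTRL libraries. The log2 fold change was -0.93 (standard error 0.17), with an adjusted p of 0.0986 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and of 0.00723 when adjusted over the list alone. With the joint fit of all 11 libraries its adjusted p was 0.0451, with the likelihood ratio test 0.00171 and with DESeq2 0.00307, in a range from 0.00171 to 0.379 over its alternatives. Pairing the libraries, which was chosen after the data were seen, gave BCHE an adjusted p of 0.0248 from the quasi-likelihood test.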

Upon ODC_REMP_ treatment, the presence of ceramides was significantly increased (Figure S15 and Table S9). This appears to be forced by the significant upregulation of the enzymes ceramidase 4 and sphingomyelin phosphodiesterase 4, leading to ceramide synthesis from palmitoyl-CoA sphingomyelin.

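No gene is named ceramidase 4, so the values of the ceramide synthase gene CERS4 and of the ceramidase genes are given. CERS4, on chromosome 19 from 8206736 to 8262421, had 0.771 ± 0.145 CPM (SD, n = 3) in CTRL, from 11 to 17 counts per library, and 2.45 ± 0.625 CPM (SD, n = 3) in treated cells, from 36 to 56 counts. Its log2 fold change was 1.65 (standard error 0.31), with an adjusted p of 0.0982 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and of 0.00723 when adjusted over the list alone. CERS4 passed over all genes without ODC_REMP_ library 6 (adjusted p = 0.0490), with the joint fit (0.0271), the likelihood ratio test (4.39e-04) and DESeq2 (0.00721), in a range from 4.39e-04 to 0.379 over its alternatives. With the libraries paired, chosen after the data were seen, its adjusted p from the quasi-likelihood test was 0.0184. Of the ceramidase genes, ACER2 rose by 1.13 on the log2 scale (standard error 0.30, adjusted p = 0.184), ASAH1 by 0.20 (adjusted p = 0.451), and ACER3 fell by 0.12 (adjusted p = 0.835). ACER2 passed with the likelihood ratio test (0.0273) and with DESeq2 (0.0366), in a range from 0.0273 to 0.631. ACER1 and ASAH2 had too few counts to be tested. SMPD4, on chromosome 2 from 130151392 to 130182750, was measured at 185 ± 5.59 CPM in CTRL and 191 ± 13.9 CPM in treated cells. The log2 fold change of SMPD4 was 0.051 (standard error 0.091, adjusted p = 0.876 from the same test), smaller than its standard error, and it was -0.0083 without ODC_REMP_ library 4.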

To associate the cellular changes after ODC_REMP_ treatment with physicochemical properties and pharmacokinetics, we used SwissADME [83]. SwissADME is an in silico prediction tool developed by the Swiss Institute of Bioinformatics [83]. The prediction did not offer information on absorption, distribution, metabolism, and excretion after the combined application of the drugs. Therefore, we could not obtain an accurate model, but characterized each drug separately (Table S10). The predictions for passive human gastrointestinal absorption and blood–brain barrier permeation both consisted in the readout of the BOILED-Egg model [84] (Figure S16). All compounds in the ODC_REMP_ are absorbed in the intestine presented through the outer area. Three compounds may pass the blood–brain barrier (yellow area) accessing the brain (red circles). In general, the majority of drugs in the ODC_REMP_ are poorly absorbed (red dots).

### 3.5. ODC_REMP_ Activity in Complex Heterotypic 3D Co-Cultures

In order to mimic the tumor microenvironment, we have previously developed complex heterotypic 3D co-cultures (3Dcc) closely representing the biological characteristics of ccRCC [44]. We prepared scaffold-free 3Dcc containing Caki-1-SR, NHDFα and ECRF24 cells and, in parallel, the same co-cultures supplemented with 5% Jurkat and 10% THP-1 cells (3Dcc^imm^).

We determined the effect of the ODC_REMP_ on (i) the production of the extracellular matrix and spheroid growth, (ii) the motility of cells, and (iii) the immune cell subsets. Considering the complex spheroid environment and the short half-life of the drugs (Table S1), we administered ODC_REMP_ six times, every 12 h, Figure 4A. Culturing the 3Dcc in a medium supplemented with 0.5 mg/mL collagen type 1 facilitated the formation of sprouts used for cellular movement (Figure 4B,C). Through adherence to the collagen network, cancer cells induced migration away from the core spheroid, which seemed to be accompanied by the motion NHDFα and ECRF24 cells. Even after the appearance of the motile phenotype, the anti-cancer efficacy of the ODC_REMP_ significantly reduced the ATP levels. Measuring the spheroid size (Figure S17A) revealed a significant decrease of 181.5 μm^3^ between the untreated and ODC_REMP_ spheroids. The diameters of the stable core spheroid (inner) and the motile margin (outer; Figure S17B) were shortened by >165 μm (inner: 169.5 μm; outer: 176.1 μm). The ODC_REMP_ significantly reduced the number of sprouts (Figure S17C), but not the length of the sprouts (Figure S17D).

The administration of ODC_REMP_ every 12 h potentiated ODC_REMP_ efficacy compared to the single treatment observed in 2D cell culture, actively reducing the production of ATP in both 3Dcc and 3Dcc^imm^ (Figure 4D). Similar results were observed in 3Dcc and 3Dcc^imm^ based on Caki-1 cells (Figure S18A). ODC_REMP_ treatment in 3Dcc and 3Dcc^imm^ based on Caki-1-SR clone 2 or 3 [50] revealed the same persistent activity (Figure S18B). Remarkably, the efficacy of parthenolide increased 4.4-fold in the Caki1-SR clone 2 and 3 cells.

In the next step, we established ex vivo organoid-like cultures from Caki-1-SR clone 1 tumors grown subcutaneously in Swiss nude mice (Figure 4F). Following the same ODC_REMP_ administration scheme (Figure 4A), its activity was represented by significantly diminished murine organoid-like culture diameter (Figure 4G) and ATP levels (Figure 4H).

### 3.6. Flow Cytometry Measurements Reveal Selective ODC_REMP_ Targeting in Cancer Cells

The selectivity of the ODC_REMP_ treatment was analyzed through cross-validation in non-cancerous cell lines and flow cytometry analysis (FACS). The 3Dcc^imm^ were dissociated and monitored in single-cell populations, especially the immune cell cohort, quantifying the expression of characteristic cell surface proteins (Figure 5). Separation of the cells by size and the granularity showed that upon ODC_REMP_ treatment, the three distinct populations disappeared (Figure 5A). The recorded events shifted to the lower-left corner of the pseudocolor blot, indicating an increase in size, usually related to cell death. Therefore, we analyzed the cell cycle distribution, which confirmed an increase in cell death by 25.4% compared to the CTRL (Figure 5B). Simultaneously, we monitored the cell cycle upon ODC_REMP_ treatment. Fewer cells were detected in the S phase and the G2/M phase. The expression of cell surface proteins after six consecutive treatments with the ODC_REMP_ revealed that immune cell-related markers (CD45, CD3, CD4, CD11b, CD14) remained stably expressed, indicating that Jurkat and THP-1 cells were not affected by the treatment (Figure 5C). The co-expression of CD10 and CD31 was significantly increased, whereas the co-expression of CD10 and CD54 decreased. This suggested that endothelial cells and fibroblasts resist the treatment, whereas cancer cells are targeted selectively. Interestingly, a slight upregulation of the double expression of CD31 and CD54, an indicator of cell anergy [85], was detected. The evaluation of Annexin V, a specific marker for apoptosis, showed that 17.7% of the cells collected after 6x treatment underwent apoptosis (Figure 5D,E), which was correlated with the result of the cell cycle distribution.

## 4. Discussion

Multiple hurdles in drug discovery have led to the rapid development of alternative strategies, such as drug repurposing [3,6,7,14,70,86,87]. In this study, we optimized a synergistic four-drug combination composed of repositioned (other cancer types) and repurposed (diabetes, inflammation) drugs for the treatment of ccRCC (Figure 1). Drug doses used in the combination were 1.6- to 2.3-fold smaller than for their initial indication.

Rapta-C is an investigational drug; therefore, plasma doses are not available. However, compared to other in vitro studies, the dose was over fivefold lower [35]. The optimized reduction in the applied doses suggests that systemic administration in translation (in humans) may be achieved.

With the use of our phenotypic TGMO method, the first hit in the screening was metformin, previously reported as a prominent candidate for cancer therapy [12,23,88,89], usually applied as monotherapy at high doses [90]. It has been shown that metformin can further be used as a sensitizing agent to enhance the efficacy of chemotherapy in colorectal cancer cells [91]. The doses used to obtain this effect were 6–8-fold higher than those applied in our study. Similarly, calculating the maximal concentration of metformin in blood plasma indicated a 1.6-fold reduction in the dose in our experimental settings. Analyzing the drug–drug interactions revealed a strong synergy between erlotinib and metformin, which aided in diminishing the concentration.

We identified synergistic drug–drug interactions between erlotinib and parthenolide. Parthenolide is a natural product isolated from the plant feverfew (Tanacetum parthenium) with known anti-inflammatory and anti-cancer properties [65,66,92] targeting NF-κB and histone deacetylases (HDAC). Our previous study reported a drug combination of two HDAC and two tyrosine kinase inhibitors [41], highlighting the critical role of HDAC blockade in RCC treatment. Rapta-C and parthenolide both bind to HDACs, which confirms the dependency of RCC progression on the functionality of these enzymes, hence making them desirable targets. In general, Rapta-C is superior to other chemotherapeutics [33,37,38] and a favorable candidate for drug combinations [35,37,38,93]. Synergistic interactions of Rapta-C and erlotinib have been described in human endothelial cells and human ovarian carcinoma, demonstrating vigorous anti-cancer and anti-angiogenic activity [35].

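On average over the apoptosis list, treated libraries were higher than CTRL libraries in 8 of the 9 pairs of a treated and a CTRL library. The median over its genes was nonetheless within 0.0039 of 0 on the log2 scale, and its sign depended on single libraries. It was 0.0095 without CTRL library 1, 0.0092 without ODC_REMP_ library 2, 0.0097 without CTRL library 3 and 0.063 without ODC_REMP_ library 6, against -0.0084 without ODC_REMP_ library 4 and -0.013 without CTRL library 5. In none of these fits did the list have an adjusted p under 0.05 (camera, lowest 0.193). For the cytoskeletal list, 5 of the 9 pairs were higher and 4 lower. Its median was 0.0046 without ODC_REMP_ library 2 and 0.021 without ODC_REMP_ library 6, -0.00010 without CTRL library 3, -0.069 without ODC_REMP_ library 4 and -0.043 without CTRL library 5. The adjusted p of the cytoskeletal list stayed between 0.155 and 0.976 over all its alternatives.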

Through RNA sequencing, we detected alterations in gene expression levels, which indicated a significant upregulation of apoptosis and cytoskeletal arrangement (Figure 2). Dysregulation of cell adherence [40] seemed to be impaired through Rapta-C [35,94] and parthenolide [92,95]. Treatment with parthenolide corresponded to the reduced formation of metastasis after the reduced expression of vimentin [95]. The presence of detyrosinated tubulin, a post-translational modification of α-tubulin, decreased cancer cell reattachment. We detected an upregulation of apoptosis-related proteins, i.e., Bcl-2, Bax, and caspases, which are generally downregulated in Caki-1 cells chronically treated and resistant to sunitinib [50]. 

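At the RNA level, BCL2 had 8.77 ± 4.37 CPM (SD, n = 3) in CTRL and 19.1 ± 14.6 CPM (SD, n = 3) in treated cells, and it was higher in 8 of the 9 pairs of a treated and a CTRL library. The log2 fold change was 1.12 (standard error 0.57, adjusted p = 0.485 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without ODC_REMP_ library 4 it was 0.33, and the largest value with a library left out, without CTRL library 3, was 1.61. BAX went from 137 ± 5.02 to 167 ± 16.7 CPM, with a log2 fold change of 0.28 (standard error 0.10, adjusted p = 0.317) and every treated library above every CTRL library. Of the caspase genes CASP2, CASP4, CASP6, CASP8, CASP9 and CASP10, CASP9 was higher, by 0.12 on the log2 scale, and the other 5 were lower, with log2 fold changes from -0.063 (CASP8) to -0.23 (CASP6). None of these 6 genes had an adjusted p under 0.644 over all genes or under 0.458 when adjusted over the list alone, and 0 had an unadjusted p under 0.05.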

Another protein involved in apoptosis is ROCK1, and although our results were non-significant, a potential upregulation can be seen (Figure S13). These results further reveal a downregulation after ODC_REMP_ treatment of HDACs and HIF-1α, which are targets of Rapta-C and parthenolide. Proteins potentially related to endothelial–mesenchymal transition, i.e., TGF-β signaling, and β-catenin mediated signaling, are upregulated (Figure S11). However, further investigation is required to confirm this observation. 

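Of the 28 TGF-β target genes tested, 22 were higher and 6 lower in treated cells, with a median log2 fold change of 0.21 (camera, adjusted p = 5.10e-05), and the list was higher in all 9 pairs of a treated and a CTRL library. The median was 0.14 without CTRL library 1 and 0.33 without ODC_REMP_ library 2. Under fry and with an estimated correlation the list lost its call (adjusted p = 0.0743 and 0.215). It also holds signaling genes such as TGFBR2 and BMP2, so a higher list does not by itself show TGF-β activity. No target passed over all genes tested, 6 passed when adjusted over the list alone, and 11 had an unadjusted p under 0.05. In the paired fit, chosen after the data were seen, 8 passed over all genes and 14 when adjusted over the list alone. SMAD6 went from 1.36 ± 0.332 CPM (SD, n = 3) to 5.39 ± 1.29 CPM (SD, n = 3), a log2 fold change of 1.99 (standard error 0.28, adjusted p = 0.0517 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed in 7 of its 17 alternatives, among them the fit without ODC_REMP_ library 4 (adjusted p = 0.0391), in a range from 2.84e-07 to 0.291. ID1 rose by 1.43 (standard error 0.22, adjusted p = 0.0655), while the receptor gene TGFBR2 fell by 0.52 (standard error 0.14, adjusted p = 0.180). The paired fit gave SMAD6, ID1 and TGFBR2 adjusted p of 0.0104, 0.00409 and 0.0237 from the same test. Of the 20 β-catenin target genes, 8 were higher and 12 lower, with a median of -0.036 (camera, adjusted p = 0.963), and 4 of the 9 pairs were higher. No β-catenin target passed over all genes, 4 passed when adjusted over the list alone, and 8 had an unadjusted p under 0.05. These became 3 and 7 in the paired fit. The β-catenin median was 0.10 without ODC_REMP_ library 4 and 0.063 without CTRL library 5. It was -0.14 without ODC_REMP_ library 6, -0.012 without ODC_REMP_ library 2 and -0.0035 without CTRL library 1.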

ODC_REMP_ treatment induced apoptosis in the cancer cells. Overcoming resistance to sunitinib is further linked to the upregulation of autophagy, which was downregulated in Caki-1-SR cells [50]. 

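Of the 25 inflammatory response genes tested at 24 h, 20 were higher and 5 lower in the ODC_REMP_-treated cells, with a median log2 fold change of 0.56 (camera, adjusted p = 2.42e-06). The list was higher in 8 of the 9 pairs of a treated and a CTRL library. Its median was 0.18 without CTRL library 3, 0.29 without ODC_REMP_ library 6 and 1.10 without CTRL library 5. Under fry and with an estimated correlation the list lost its call (adjusted p = 0.122 and 0.222). No member passed over all genes tested, 5 passed when adjusted over the list alone, and 10 had an unadjusted p under 0.05. Pairing the libraries, chosen after the data were seen, gave 6 and 13. IL6, on chromosome 7 from 22725884 to 22732002, went from 28.3 ± 12.9 CPM (SD, n = 3) to 95.2 ± 15.2 CPM (SD, n = 3), with a log2 fold change of 1.75 (standard error 0.29, adjusted p = 0.0859 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.0139 without CTRL library 5, 0.0264 with every gene of at least 1 count tested, 4.81e-06 with the likelihood ratio test and 2.20e-07 with DESeq2, in a range from 2.20e-07 to 0.321. It was 0.00821 from the quasi-likelihood test in the paired fit. TNF, on chromosome 6 from 31575565 to 31578336, had 4 to 15 counts per CTRL library and 23 to 52 per treated library, a log2 fold change of 2.06 (standard error 0.56, adjusted p = 0.191). The likelihood ratio test and DESeq2 gave TNF an adjusted p of 0.0133 and 0.0410, in a range from 0.0133 to 0.619. CXCL8, the gene of IL-8, was higher by 0.59 (standard error 0.74, adjusted p = 0.817), a difference smaller than its standard error, and the value was 2.11 without CTRL library 5 and 0.16 without CTRL library 1.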

Genes linked with inflammatory responses were downregulated after 24 h of ODC_REMP_ treatment, suggesting that sunitinib-induced resistance is overruled, enhancing signaling through NF-κB. Makhov et al. documented that resistance to sunitinib is mediated through ER stress responses in ccRCC cells. Inducing a cascade of signaling molecules, i.e., pro-tumorigenic cytokines interleukin-6 (IL-6), IL-8 and tumor necrosis factor-α (TNF-α), induces the NF-κB transcriptional survival program, protecting tumor cells against cell death. These dependencies have been demonstrated both in vitro and in vivo [96], hence revealing that the downregulation of these factors impairs sunitinib resistance.

Our results imply a strong correlation between ODC_REMP_ treatment and the regulation of metabolic pathways. After 24 h of treatment, a significant increase in sphingolipids was measured (Figure 2 and Figure S15). The evidence is clear that ODC_REMP_ has an impact on glycolysis and lipid synthesis (Figure 2 and Figure 3). A glucose metabolism-reducing activity has been described for metformin [78], which is associated with lipid metabolism.

To fully elucidate the mechanism of action of the ODC_REMP_, further experiments are needed, but because four medications act simultaneously, it might very well be that the allocation of a single drug and combined mechanistic is difficult. As an example, our results have demonstrated that ODC_REMP_ treatment led to a significant increase in sphingolipids, whereas metformin and parthenolide are known to reduce lipid levels [78,79,97]. At the same time, there is minimal information on the impact on sphingolipids mediated by these drugs [77,98,99]. Simultaneously, these drugs do not solely influence metabolism, but cell signaling and the functionality of nuclear proteins. Our study offers the foundation to use the presented experimental platforms and combinations for further examinations. We aimed to develop, optimize and validate a drug combination to treat ccRCC, and in this context, we provided reliable data for further translation.

The cancer metabolism is known to be regulated by components of the tumor microenvironment, strongly influencing treatment efficacy [100]. Crosstalk between distinct cell populations protects the cancer cells or even promotes insensitivity to anti-cancer treatment [44]. Within the tumor microenvironment, the pH and the polarity can vary compared to the physiological values of the organ tissue. These alterations impact drug penetration and stability. Dose optimization may be considered once translated to 3D co-cultures, as would be performed for in vivo and in human translation [42].

In the presence of other cell lines, the expression of distinct receptors on the cell surface is altered, and through dose optimization, receptor saturation will be improved. To actively reduce the ATP levels in 3D co-cultures surrounded by a microenvironment including fibroblasts, endothelial cells and immune cell subsets, we chose to adjust the administration by repeated application, maintaining the same doses of the ODC_REMP_. There is consensus that it is beneficial to treat repeatedly at low doses than less frequently with high doses. This more complex and physiologically more relevant culture system was also used to visualize the selective targeting of cancer cells through ODC_REMP_ treatment by monitoring the presence of cell surface receptors. Notably, in the presence of immune cells, the ODC_REMP_ was slightly more active.

The comparison of the 3D co-cultures and ex vivo organoid-like cultures demonstrated a dissimilar reduction in the ATP levels after combination treatment. We hypothesize that the altered response relates to the tumor microenvironment, which differs significantly between the two culture types. The composition of the microenvironment of the ex vivo organoid-like cultures is more complex, involving human and murine cells interacting differently in ex vivo conditions from human cell lines co-cultured in vitro. The validation in ex vivo organoid-like cultures suggested that the ODC_REMP_ will be suitable for further translational studies. Additional in vivo studies will be conducted to determine the definite dosage of the drugs applied in combination and the most favorable schedule for translation, as well as the pharmacokinetics.

## 5. Conclusions

In summary, we demonstrated the effect and selectivity of an optimized multidrug combination for the treatment of sunitinib-resistant ccRCC cells in various in vitro systems. The strong impact of this combination on cell metabolism demonstrated an increase in lipids, particularly of the class of sphingolipids (lipids being vital for cell membranes were present to a greater extent after ODC treatment). Aligning to a recent study on drug combination optimization for the treatment of colorectal carcinoma [42], we consider continuing this line of investigation for ccRCC management for in vivo validation.

## 6. Patents

P.N.S. and M.R. are the inventors of the patent WO2021058587.

## Figures and Tables

**Figure 1:**
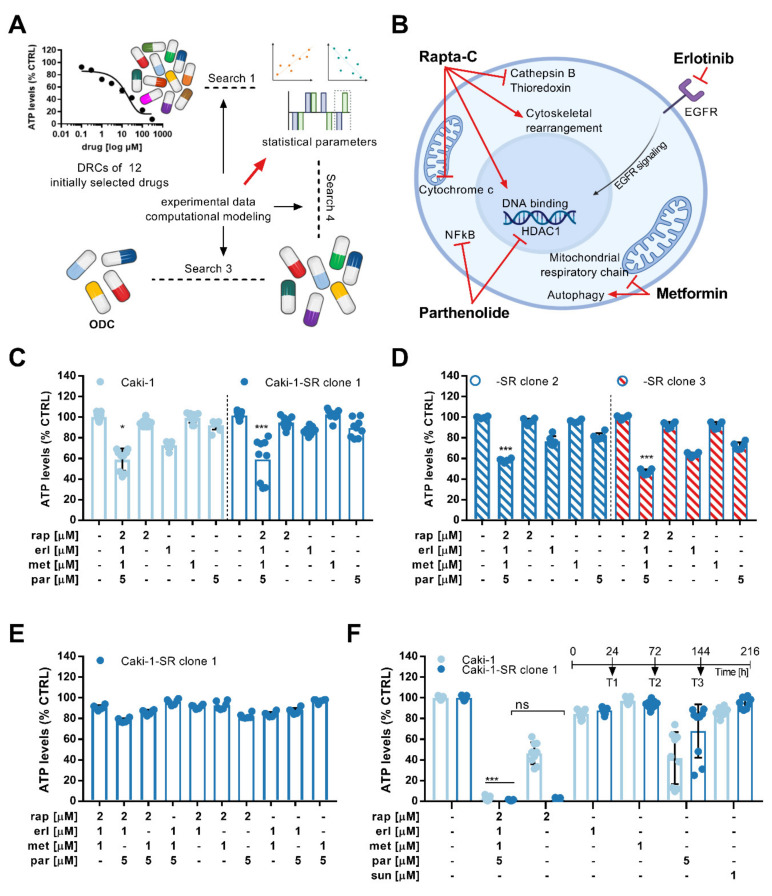
Optimization of a multidrug combination and its activity in 2D cell cultures. (**A**) Schematic representation of the Therapeutically Guided Multidrug Optimization method to screen for multidrug combinations. An initial set of 12 drugs was selected and drug-response curves (DRCs) were generated to visualize the single-drug effects. In three searches, experimental and computational modeling were used to generate data facilitating the calculation of statistical parameters which are needed to guide drug inclusion and exclusion between the searches. Following this iterative process, a four-drug combination was designed and optimized (ODC). (**B**) This ODC contains Rapta-C, erlotinib, metformin and parthenolide (ODC_REMP_). The known targets for ODC_REMP_ drugs are presented in the schematic of a cancer cell. (**C**) Bar graphs demonstrating the ATP levels (viability measure) of Caki-1 and Caki-1-SR clone 1 cells in response to the drug combination and monotherapy treatment. The error is presented as the standard deviation. Significance was calculated for *N* = 3 independent experiments using a one-way ANOVA test; * *p* < 0.05, *** *p* < 0.001. (**D**) Measure of the ATP levels after ODC_REMP_ and monotherapy treatment in two Caki-1-SR clones 2 and 3 established following different protocols to induce resistance to sunitinib. Clone 2 was established, maintaining the chronic treatment of 1 µM sunitinib for more than 30 weeks. Clone 3 demonstrated intrinsic resistance after one single treatment of 10 µM sunitinib. The error is presented as the standard deviation. Significance was calculated for *N* = 3 independent experiments using a one-way ANOVA test; *** *p* < 0.001. (**E**) Upon the removal of one or two drugs at the time from the combination, the anti-cancer efficacy decreased significantly. (**F**) Retreating Caki-1 and Caki-1-SR cells 3 times, each 72 h, (time line above the graph) reduced the ATP levels significantly to values <5% compared with the untreated control. The error is presented as the standard deviation. Significance was calculated for *N* = 3 independent experiments using a one-way ANOVA test; *** *p* < 0.001.

**Figure 2:**
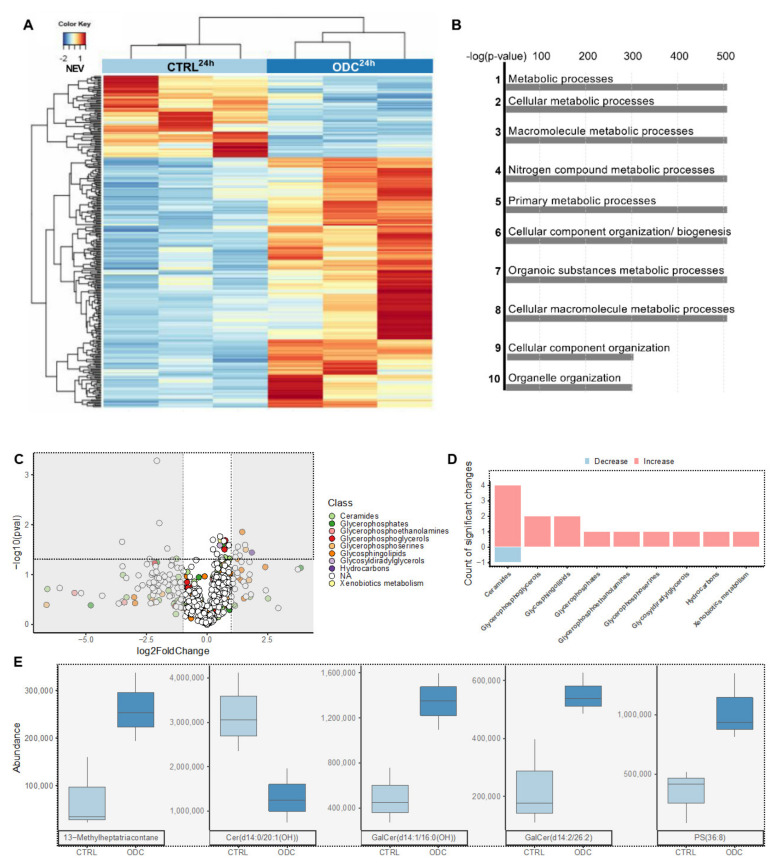
RNA sequencing and LC-HRMS/MS metabolomics analysis of Caki-1 cells treated or not with ODC_REMP_. (**A**) Heat map representing the significant differential expression of 93 genes, comparing sham-treated Caki-1-SR (CTRL) and ODC_REMP_-treated Caki-1-SR cells (REMP). The treatments were applied for 24 h before the analysis. The normalized expression value (NEV) is represented by a color scale, with blue for a low expression and red for a higher expression value. (**B**) Pathway enrichment analysis showing that the gene ontology terms correspond to significant alterations in metabolic processes. The top 10 significantly dysregulated pathways are listed. (**C**) Volcano plot of the 624 features (m/z at retention time) obtained after metabolomics treatment of the LC-MS data in positive mode (Figure S14 and Table S9). Dots are colored according to the annotated chemical class. Dots included in the light grey rectangles represent an absolute log (fold change) higher than 1. Dots included in the black dashed rectangle represent significant changes (*p* < 0.05) and are detailed in (**D**), classes with significant changes. The class with highest number of significant changes (four increased and one decreased) was ceramide, with other significantly increased phospholipids classes. (**E**) Normalized peak areas of the five annotated features both significantly increased or decreased with an absolute log (fold change) higher than 1 (present in black dotted and grey rectangles). Features were labelled according to RefMet [76]. An overview of all ceramides with either *p* < 0.05 or abs (log(fold change)) > 1 is given in Table S9.

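A principal component analysis of the 24 h libraries, on log2 CPM with a prior count of 2, placed 43.9% of the variance on the first component and 29.8% on the second. On the first component CTRL library 1 was at 27.3, CTRL library 5 at 22.1, ODC_REMP_ library 6 at 10.2, CTRL library 3 at -4.91, ODC_REMP_ library 2 at -15.7 and ODC_REMP_ library 4 at -38.9. This component did not part the groups, since ODC_REMP_ library 6 lay on the side of CTRL libraries 1 and 5. On the second component the CTRL libraries lay between -3.27 and 29.4 and the treated libraries between -31.0 and -0.049, with CTRL library 5 below ODC_REMP_ library 4. On the plane of both components, the treated libraries lay lower and further left than the CTRL libraries as a group. The paper's text does not name the threshold behind the genes of its heat map.

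**Figure D2:**
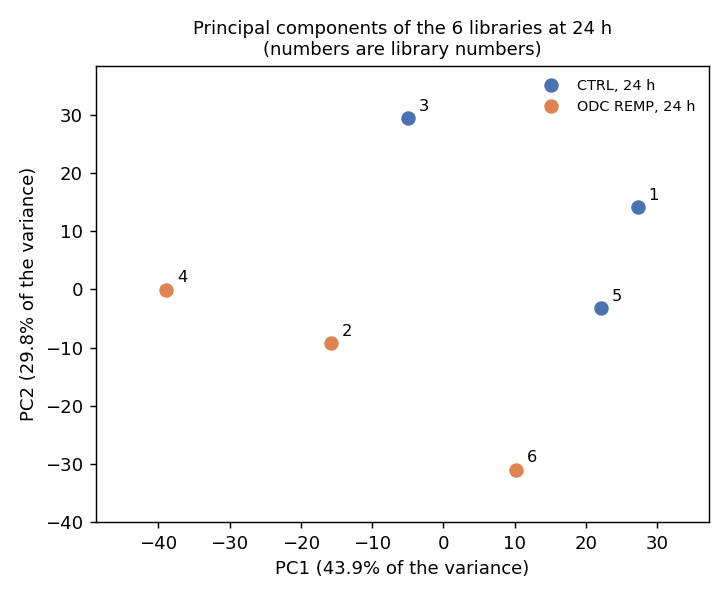
The 24 h libraries on the first (43.9%) and second (29.8%) principal components of log2 CPM, with CTRL libraries in blue and ODC_REMP_ libraries in orange, each labelled with its number. The distance between libraries of a group, such as ODC_REMP_ libraries 4 and 6, is of the order of the distance between the groups.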

**Figure 3:**
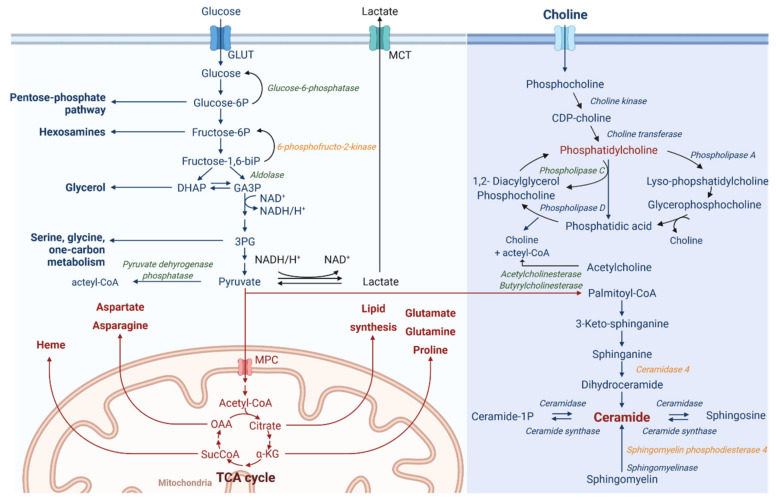
Schematic representation of metabolic pathways targeted by ODC_REMP_. RNA sequencing and LC-HRMS/MS data revealed a strong impact on metabolic pathways after ODC_REMP_ treatment. These pathways include glycolysis, choline and ceramide metabolism. Enzymes detected to be upregulated after ODC_REMP_ treatment (in italics and orange), downregulated enzymes (in italic and green), and upregulated metabolites (written in red). Pyruvate can be used for the enzymatic conversion of palmitoyl-CoA, which is the primary molecule to initiate the de novo synthesis of ceramide. Molecules of the ceramide class were significantly upregulated, as well as the two enzymes ceramidase 4 and sphingomyelin phosphodiesterase 4. Pyruvate is also the substrate for pyruvate dehydrogenase phosphatase producing acetyl-CoA. This figure was created with BioRender.com. Legend: αKG, α-ketoglutarate; 1/6(bi)*p*, 1/6 (bis)phosphate; 3PG, 3-phosphoglyceric acid; CDP-choline, cytidine 5′-diphosphocholine; CoA, coenzyme A; DHAP, dihydroxyacetone phosphate; GA3P, glyceraldehyde 3-phosphate; GLUT, glucose transporter; MCT, monocarboxylate transporter; MPC, mitochondrial pyruvate carrier 1; NAD, nicotinamide dinucleotide; OAA, oxaloacetate; SucCoA, succinyl-CoA; TCA, citric acid cycle.

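The 6-phosphofructo-2-kinase gene PFKFB3, on chromosome 10 from 6144934 to 6254644, rose from 144 ± 32.8 CPM (SD, n = 3) to 282 ± 55.2 CPM (SD, n = 3), a log2 fold change of 0.97 (standard error 0.20, adjusted p = 0.114 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone its p was 0.00909. It passed over all genes with the joint fit of all 11 libraries (0.0431), the likelihood ratio test (7.74e-04) and DESeq2 (3.95e-04), in a range from 3.95e-04 to 0.397 over its alternatives. PFKFB2 and PFKFB4 had log2 fold changes of -0.017 and 0.10 (adjusted p = 0.979 and 0.901). The aldolase gene ALDOA went from 963 ± 68.3 to 1115 ± 12.8 CPM, a log2 fold change of 0.21 (standard error 0.091, adjusted p = 0.401), and ALDOC from 6.82 ± 1.12 to 10.7 ± 2.05 CPM, a log2 fold change of 0.65 (standard error 0.20, adjusted p = 0.246). Both were higher in every treated library than in every CTRL library. The paired fit, chosen after the data were seen, gave adjusted p of 0.00544 for PFKFB3 and 0.0353 for ALDOC from the same test.

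**Figure D3:**
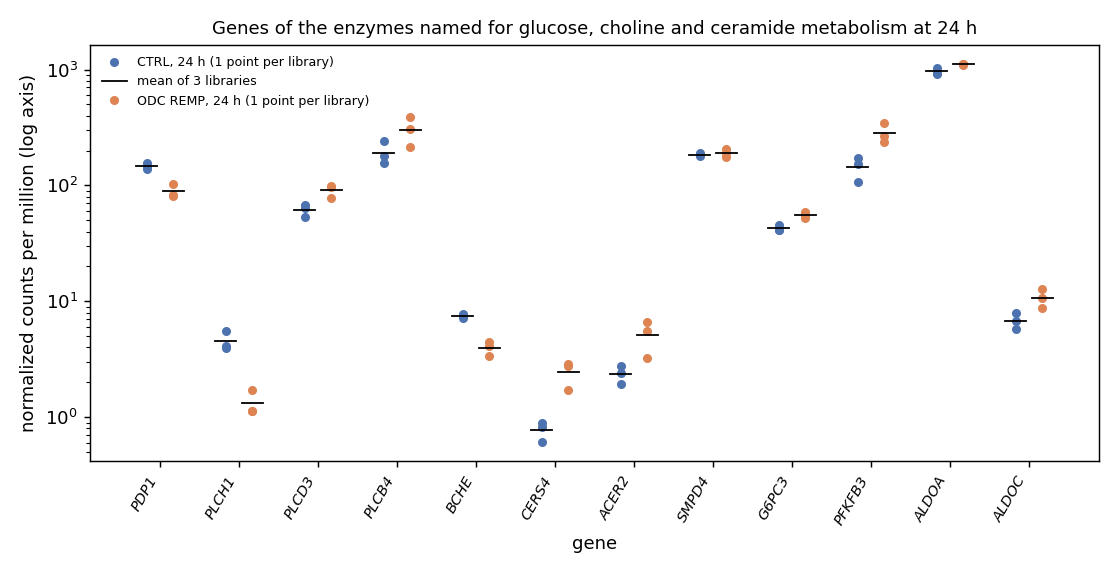
CPM (TMM-scaled, log axis) of enzyme genes of glucose, choline and ceramide metabolism in each 24 h library, with CTRL libraries in blue, ODC_REMP_ libraries in orange and a black line at the mean of the 3 libraries of each group. PDP1, PLCH1 and BCHE lie lower, and PFKFB3, ALDOA and ALDOC higher, in every treated library than in every CTRL library, while SMPD4 overlaps.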

**Figure 4:**
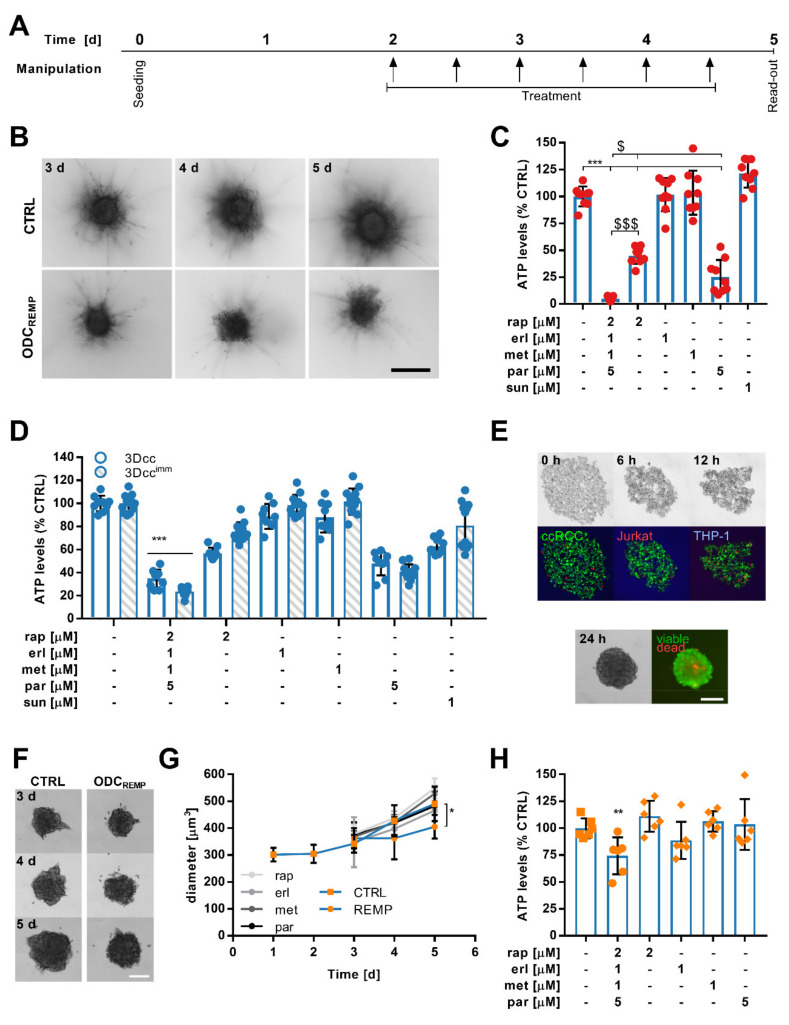
Activity of ODC_REMP_ in in vitro and ex vivo organoid-like heterotypic 3D co-culture systems. (**A**) Timeline of the treatment schedule used for translation in heterotypic 3D co-cultures from cell lines and resected Caki-1-SR clone 1 tumors. (**B**) Caki-1-SR clone 1-based 3D co-cultures (3Dcc) were established in a collagen-rich (0.5 mg/mL collagen type 1) environment to induce a motile phenotype and sprout formation. After three days (3 d) sprouts were formed, which were monitored until 5 d. Representative bright-field images show the difference between untreated (CTRL) and ODC_REMP_-treated spheroids. The scale bar corresponds to 300 µm. (**C**) Bar graphs demonstrating the energy loss (reduction in ATP levels) of Caki-1-SR clone 1 3Dcc spheroids cultured in a collagen-rich environment in response to ODC_REMP_ and monotherapy treatment. The error is presented as the standard deviation. Significance was calculated for *N* = 3 independent experiments using a one-way ANOVA test; * represents the comparison between all conditions, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. $ represents the comparison of the ODC_REMP_ to single monotherapies only, ^$^ *p* < 0.05, ^$$$^ *p* < 0.001. (**D**) Comparison of the treatment response of Caki-1-SR clone 1-based 3Dcc and co-cultures including immune cell lines (3Dcc^imm^). To obtain 3Dcc^imm^ spheroids, 5% Jurkat and 10% THP-1 cells were supplemented. The error is presented as the standard deviation. Significance was calculated for *N* = 3 independent experiments using a two-way ANOVA test; *** *p* < 0.001. (**E**) Representative bright-field and fluorescence images of the co-culture formation in times ranging from the moment of seeding (0 h) to 12 h. The cells were stained with CellTrackerTM dyes to monitor the movement during spheroid formation (green, ccRCC; red, Jurkat; and blue, THP-1). After 24 h, unstained spheroids were transferred from the culture well into a staining well including a solution of ethidium homodimer and calcein to visualize viable and dead areas in the spheroid (green, viable; red, dead). The scale bar corresponds to 200 µm. (**F**) Representative bright-field images of ex vivo organoid-like cultures derived from murine tumor tissue on day 3–5 (3–5 d) after seeding. Organoid-like cultures remained untreated (CTRL) or were exposed to ODC_REMP_ treatment following the schedule depicted in A. The scale bar corresponds to 200 µm. (**G**) Measurement of the diameter of ex vivo organoid-like cultured derived from murine tumor tissue. Significance was calculated for *n* = 6 independent organoid-like cultures using a one-way ANOVA test; * *p* < 0.05. (**H**) ATP levels of ex vivo organoid-like culture responses after repeated ODC_REMP_ and monotherapy treatment. The error is presented as the standard deviation. Significance was calculated for *n* = 6 independent organoid-like cultures using a one-way ANOVA test; ** *p* < 0.01.

**Figure 5:**
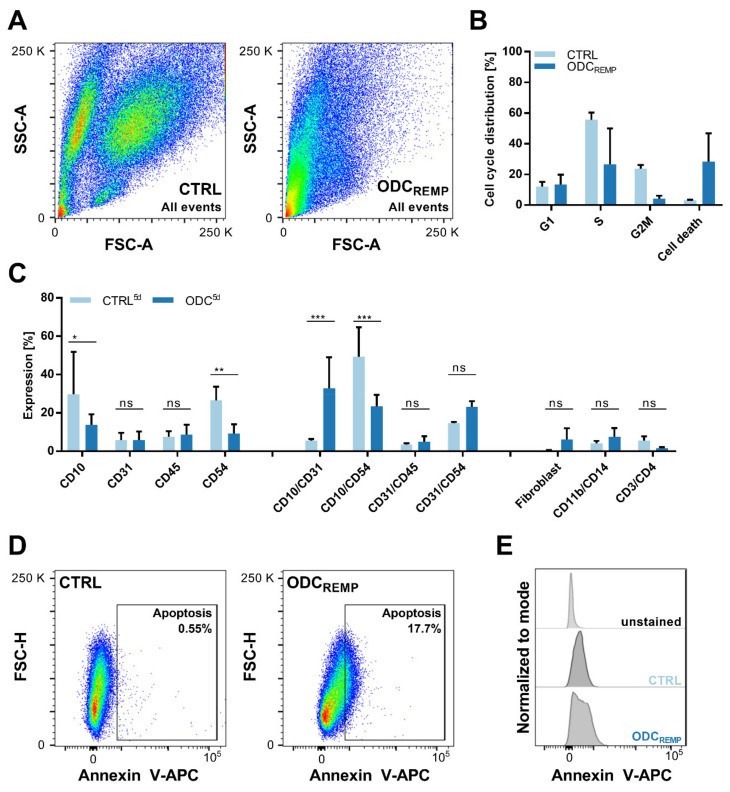
Flow cytometry analysis to define the selectivity of the ODC_REMP_ and its activity to arrest cell cycle progression. (**A**) Pseudocolor blots demonstrating the difference in the size and granularity (forward- and side-scatter signal; FSC and SSC, respectively) of 300 untreated (CTRL) and ODC_REMP_-treated 3Dcc^imm^ spheroids after dissociation into single-cell suspensions. (**B**) Propidium iodide staining was performed to detect the distribution of cells in the different stages of the mitotic cell cycle. (**C**) Expression of cell surface proteins shown through FACS analysis. The expression profile was captured after four and six repeated treatment administrations on day 5 (5 d) in comparison to the CTRL. Single and double protein expressions have been analyzed in comparison to cell surface proteins exclusively expressed on immune cells. The error is presented as the standard deviation. Significance was calculated for *N* = 3 independent experiments using a two-way ANOVA test; * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. (**D**) Measurement of apoptosis through Annexin V staining demonstrating the increase in apoptotic cells after ODC_REMP_ treatment. (**E**) Comparison of the unstained control versus the untreated and ODC_REMP_-treated 3Dcc^imm^ spheroids shown in histograms.

**Table 1:** Drug–drug interactions and efficacy in cancer treatment.

Drug	Pharmaceutical Class	Indication	Targets	Clinical Stage	Potential Use in Cancer
Rapta-C	Chemotherapy; Anti-cancer [56]; Anti-angiogenic	-	p53-JNK pathway [33], protein; histones in DNA	preclinical	-
3-Hydroxy-tyraminium chloride	Anti-hypertension	Hemodynamic imbalance	System-wideagonist of dopamine type 1–5 receptors	approved	Glioma [57], colorectal cancer, tumor immunity ** [58]
Diclofenac sodium	Analgesics	Pain	Inhibition of prostaglandin synthesis by inhibition of the transiently expressed prostaglandin-endo-peroxide synthase-2 (PGES-2), also known as Cycloxygenase-2 (COX-2)	approved	Colorectal cancer, neuroblastoma, post-operative [59],pancreatic cancer ** [60]
Disulfiram	Acetaldehyde dehydrogenase inhibitor; Proteasome inhibitor	Alcoholism	Inhibits enzyme acetaldehyde dehydrogenase	approved	Any cancer type [61]
Erlotinib·HCl	Anti-cancer agent	Non-small cell lung cancer	Inhibition of the epidermal growth factor receptor	approved	
Famotidine	Anti-ulcer agent	Gastro-esophageal reflux disease	H2 Blocker and Histamine Receptor Antagonist	approved	Pre-operative, tumor immunity ** [62]
Haloprogin	Anti-infective agent; Anti-fungal agent	Skin infections (athlete’s foot, jock itch, ringworm, and tinea versicolor (a fungus)	GPCRs,dopamine and adrenergic receptors	discont.(side effects and available new drugs)	Melanoma [39],lung and pancreatic
Ivermectin	Anti-infective agent	Parasite infections	Glutamate-gated chloride channels central nervous system depression, and consequent ataxia, potentiation of inhibitory GABA-ergic synapses	approved	Cancer stem-like cells (breast), gastric cancer [63]
Metformin·HCl	Hypoglycemic agent	Diabetes type II	Decrease hepatic glucose production, mostly through a mild and transient inhibition of the mitochondrial respiratory chain complex I, the resulting decrease in hepatic energy status activates AMPK (AMP-activated protein kinase), a cellular metabolic sensor, providing a generally accepted mechanism for the action of metformin on hepatic gluconeogenesis	approved	Breast cancer stem cells [64], pancreatic cancer **, head and neck squamous cancer **
Parthenolide	Analgesics; Anti-inflammatory agent	HDAC1 inhibition; modulation of NF-kB-mediated inflammation	-	Under clinical investigation	(Breast) cancer stem(-like) cells, colorectal cancer [65,66]
Verapamil·HCl	Anti-hypertension	high blood pressure, chest pain from not enough blood flow to the heart muscle	Efflux pump inhibitor; voltage-dependent calcium channels	approved	Pancreatic tumor side population (stem-like) cells [67]
Acetylsalicylic acid	Analgesics;	Pain, fever	COX1 and COX2	approved	Gastrointestinal tract and lungs **, colorectal cancer ** [68]

** in clinical trials (https://www.cancer.gov/about-cancer/treatment/clinical-trials; accessed on 25 January 2021)

## Data Availability

Any underlying research materials related to this manuscript (for example data or models) can be requested by contacting the corresponding author.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13163978/s1, Figure S1: Drug response curves for 11 repurposed drugs in sunitinib-naïve and -resistant ccRCC cell lines, Figure S2: Drug response curves for 11 repurposed drugs in non-cancerous cell lines, Figure S3: Drug response curves of Rapta-C in ccRCC and non-cancerous cell lines, Figure S4: TGMO screen in Caki-1 cells together with the therapeutic window, Figure S5: TGMO screen in Caki-1-SR clone 1 cells together with the therapeutic window, Figure S6: Calculation of the Combination Index for the ODCREMP, Figure S7: Linear regression models as statistical outputs in the modeling process to interpret the TGMO-based search, Figure S8: Validation of the anticancer efficacy of the ODCREMP in other ccRCC cell lines naïve or resistant to sunitinib, Figure S9: Activity of ODCREMP in non-cancerous cells, Figure S10: Activity of ODCREMP with a modified composition and dose together with its single drugs at different doses in non-cancerous cells, Figure S11: Global pathway analysis to extract information on the effect of the ODCREMP on cellular signaling and cellular mechanisms, Figure S12: Pathway analysis highlighting the cellular alterations after 24 h of ODCREMP treatment, Figure S13: Protein and RNA expression of CD41, CD44, HDAC, HIF-1α and ROCK1, Figure S14: Positive mode LC-HRMS/MS analysis of the drugs and their metabolites in the supernatant and cell extract of Caki-1-SR clone 1 cells, Figure S15: Ceramides after ODCREMP treatment, Figure S16: In silico prediction of ADME characteristics of the drugs contained in the ODCREMP, Figure S17: Analysis of the cell migration of Caki-1-SR clone 1-based 3D co-cultures in response to ODCREMP treatment, Figure S18: Adaptation of ODCREMP treatment schedule based on the readout of a single 72 h treatment and validation in sunitinib-resistant clones, Table S1: Information on selected drugs, Table S2: Selected drugs and doses from empirical and TGMO searches, Table S3: Drug–drug interactions between different drug classes, Table S4: Selection of 22 up- and downregulated genes comparing ODCREMP to CTRL applied for 24 h, Table S5: Network analysis ODCREMP 24 h to CTRL 24 h. FC ≤ −300 and ≥ 300, Table S6: RNA sequencing data accompanying protein expression results displayed in Supplementary Figure S13, Table S7: SMILES codes for drugs, Table S8: Top 15 predicted drug targets from Swiss Target Prediction, Table S9: Specification of lipids depicted in Figure 2E and Supplementary Figure S15, conducted with RefMet [76] hosted by Metabolomics Workbench, Table S10: In silico predicted pharmacokinetics using SwissADME, Table S11: Overview of drugs and stock solution preparation, Table S12: Fluorochrome-coupled antibodies for flow cytometry analysis.

## References

[1] Takebe T., Imai R., Ono S. (2018). The Current Status of Drug Discovery and Development as Originated in United States Academia: The Influence of Industrial and Academic Collaboration on Drug Discovery and Development. Clin. Transl. Sci..

[2] Talevi A., Bellera C.L. (2020). Challenges and opportunities with drug repurposing: Finding strategies to find alternative uses of therapeutics. Expert Opin. Drug Discov..

[3] Cha Y., Erez T., Reynolds I.J., Kumar D., Ross J., Koytiger G., Kusko R., Zeskind B., Risso S., Kagan E. (2018). Drug repurposing from the perspective of pharmaceutical companies. Br. J. Pharm..

[4] Langedijk J., Mantel-Teeuwisse A.K., Slijkerman D.S., Schutjens M.H. (2015). Drug repositioning and repurposing: Terminology and definitions in literature. Drug Discov. Today.

[5] Armando R.G., Mengual Gómez D.L., Gomez D.E. (2020). New drugs are not enough-drug repositioning in oncology: An update. Int. J. Oncol..

[6] Nowak-Sliwinska P., Scapozza L., Ruiz I., Altaba A. (2019). Drug repurposing in oncology: Compounds, pathways, phenotypes and computational approaches for colorectal cancer. Biochim. Biophys. Acta. Rev. Cancer.

[7] Sleire L., Forde H.E., Netland I.A., Leiss L., Skeie B.S., Enger P.O. (2017). Drug repurposing in cancer. Pharm. Res..

[8] Tannir N.M., Schwab G., Grünwald V. (2017). Cabozantinib: An Active Novel Multikinase Inhibitor in Renal Cell Carcinoma. Curr. Oncol. Rep..

[9] Xu J.X., Maher V.E., Zhang L., Tang S., Sridhara R., Ibrahim A., Kim G., Pazdur R. (2017). FDA Approval Summary: Nivolumab in Advanced Renal Cell Carcinoma After Anti-Angiogenic Therapy and Exploratory Predictive Biomarker Analysis. Oncologist.

[10] Gao X., McDermott D.F. (2018). Ipilimumab in combination with nivolumab for the treatment of renal cell carcinoma. Expert Opin. Biol..

[11] Caruso C. (2019). Checkpoint Inhibitor-TKI Combos Effective in RCC. Cancer Discov..

[12] Heckman-Stoddard B.M., DeCensi A., Sahasrabuddhe V.V., Ford L.G. (2017). Repurposing metformin for the prevention of cancer and cancer recurrence. Diabetologia.

[13] Hernandez J.J., Pryszlak M., Smith L., Yanchus C., Kurji N., Shahani V.M., Molinski S.V. (2017). Giving Drugs a Second Chance: Overcoming Regulatory and Financial Hurdles in Repurposing Approved Drugs As Cancer Therapeutics. Front. Oncol..

[14] Pantziarka P., Bouche G., Meheus L., Sukhatme V., Sukhatme V.P., Vikas P. (2014). The Repurposing Drugs in Oncology (ReDO) Project. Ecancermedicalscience.

[15] Verbaanderd C., Meheus L., Huys I., Pantziarka P. (2017). Repurposing Drugs in Oncology: Next Steps. Trends. Cancer.

[16] Zerbini L.F., Bhasin M.K., de Vasconcellos J.F., Paccez J.D., Gu X., Kung A.L., Libermann T.A. (2014). Computational repositioning and preclinical validation of pentamidine for renal cell cancer. Mol. Cancer.

[17] Jeong D.E., Song H.J.J., Lim S., Lee S.J.J., Lim J.E., Nam D.-H., Joo K.M., Jeong B.C., Jeon S.S., Choi H.Y. (2015). Repurposing the anti-malarial drug artesunate as a novel therapeutic agent for metastatic renal cell carcinoma due to its attenuation of tumor growth, metastasis, and angiogenesis. Oncotarget.

[18] Koudijs K.K.M., Terwisscha van Scheltinga A.G.T., Böhringer S., Schimmel K.J.M., Guchelaar H.-J. (2019). The impact of estimated tumour purity on gene expression-based drug repositioning of Clear Cell Renal Cell Carcinoma samples. Sci. Rep..

[19] Koudijs K.K.M., Terwisscha van Scheltinga A.G.T., Böhringer S., Schimmel K.J.M., Guchelaar H.-J. (2018). Personalised drug repositioning for Clear Cell Renal Cell Carcinoma using gene expression. Sci. Rep..

[20] Czarnecka A.M., Niedzwiedzka M., Porta C., Szczylik C. (2016). Hormone signaling pathways as treatment targets in renal cell cancer (Review). Int. J. Oncol..

[21] Song A., Zhang C., Meng X. (2021). Mechanism and application of metformin in kidney diseases: An update. Biomed. Pharmacother..

[22] Pasha M., Sivaraman S.K., Frantz R., Agouni A., Munusamy S. (2019). Metformin Induces Different Responses in Clear Cell Renal Cell Carcinoma Caki Cell Lines. Biomolecules.

[23] Yu H., Zhong X., Gao P., Shi J., Wu Z., Guo Z., Wang Z., Song Y. (2019). The Potential Effect of Metformin on Cancer: An Umbrella Review. Front. Endocrinol..

[24] Nowak-Sliwinska P., Weiss A., Ding X., Dyson P.J., van den Bergh H., Griffioen A.W., Ho C.M. (2016). Optimization of drug combinations using Feedback System Control. Nat. Protoc..

[25] Weiss A., Berndsen R.H., Ding X., Ho C.M., Dyson P.J., van den Bergh H., Griffioen A.W., Nowak-Sliwinska P. (2015). A streamlined search technology for identification of synergistic drug combinations. Sci. Rep..

[26] Lehar J., Krueger A.S., Zimmermann G.R., Borisy A.A. (2009). Therapeutic selectivity and the multi-node drug target. Discov. Med..

[27] Kummar S., Chen H.X., Wright J., Holbeck S., Millin M.D., Tomaszewski J., Zweibel J., Collins J., Doroshow J.H. (2010). Utilizing targeted cancer therapeutic agents in combination: Novel approaches and urgent requirements. Nat. Rev. Drug Discov..

[28] Fernandes Neto J.M., Nadal E., Ooft S.N., Bosdriesz E., Farre L., McLean C., Klarenbeek S., Jurgens A., Hagen H., Wang L. (2019). Multiple Low Dose (MLD) therapy: An effective strategy to treat EGFR inhibitor-resistant NSCLC tumours. bioRxiv.

[29] Motzer R.J., Tannir N.M., McDermott D.F., Aren Frontera O., Melichar B., Choueiri T.K., Plimack E.R., Barthelemy P., Porta C., George S. (2018). Nivolumab plus Ipilimumab versus Sunitinib in Advanced Renal-Cell Carcinoma. N. Engl. J. Med..

[30] McDermott D.F., Huseni M.A., Atkins M.B., Motzer R.J., Rini B.I., Escudier B., Fong L., Joseph R.W., Pal S.K., Reeves J.A. (2018). Clinical activity and molecular correlates of response to atezolizumab alone or in combination with bevacizumab versus sunitinib in renal cell carcinoma. Nat. Med..

[31] Xue H., Li J., Xie H., Wang Y. (2018). Review of Drug Repositioning Approaches and Resources. Int. J. Biol. Sci..

[32] Setoain J., Franch M., Martinez M., Tabas-Madrid D., Sorzano C.O., Bakker A., Gonzalez-Couto E., Elvira J., Pascual-Montano A. (2015). NFFinder: An online bioinformatics tool for searching similar transcriptomics experiments in the context of drug repositioning. Nucleic Acids Res..

[33] Chatterjee S., Kundu S., Bhattacharyya A., Hartinger C.G., Dyson P.J. (2008). The ruthenium(II)-arene compound RAPTA-C induces apoptosis in EAC cells through mitochondrial and p53-JNK pathways. J. Biol. Inorg. Chem..

[34] Scolaro C., Hartinger C.G., Allardyce C.S., Keppler B.K., Dyson P.J. (2008). Hydrolysis study of the bifunctional antitumour compound RAPTA-C, [Ru(eta6-p-cymene)Cl2(pta)]. J. Inorg. Biochem..

[35] Berndsen R.H., Weiss A., Abdul U.K., Wong T.J., Meraldi P., Griffioen A.W., Dyson P.J., Nowak-Sliwinska P. (2017). Combination of ruthenium(II)-arene complex [Ru(eta(6)-p-cymene)Cl2(pta)] (RAPTA-C) and the epidermal growth factor receptor inhibitor erlotinib results in efficient angiostatic and antitumor activity. Sci. Rep..

[36] Kilpin K.J., Cammack S.M., Clavel C.M., Dyson P.J. (2013). Ruthenium(II) arene PTA (RAPTA) complexes: Impact of enantiomerically pure chiral ligands. Dalton. Trans..

[37] Nowak-Sliwinska P., van Beijnum J.R., Casini A., Nazarov A.A., Wagnieres G., van den Bergh H., Dyson P.J., Griffioen A.W. (2011). Organometallic ruthenium(II) arene compounds with antiangiogenic activity. J. Med. Chem..

[38] Rausch M., Dyson P.J., Nowak-Sliwinska P. (2019). Recent Considerations in the Application of RAPTA-C for Cancer Treatment and Perspectives for Its Combination with Immunotherapies. Adv. Ther..

[39] Riedel T., Demaria O., Zava O., Joncic A., Gilliet M., Dyson P.J. (2018). Drug Repurposing Approach Identifies a Synergistic Drug Combination of an Antifungal Agent and an Experimental Organometallic Drug for Melanoma Treatment. Mol. Pharm..

[40] Rausch M., Weiss A., Achkhanian J., Rotari A., Nowak-Sliwinska P. (2020). Identification of low-dose multidrug combinations for sunitinib-naive and pre-treated renal cell carcinoma. Br. J. Cancer.

[41] Rausch M., Weiss A., Zoetemelk M., Piersma S.R., Jimenez C.R., van Beijnum J.R., Nowak-Sliwinska P. (2020). Optimized Combination of HDACI and TKI Efficiently Inhibits Metabolic Activity in Renal Cell Carcinoma and Overcomes Sunitinib Resistance. Cancers.

[42] Zoetemelk M., Ramzy G.M., Rausch M., Koessler T., van Beijnum J.R., Weiss A., Mieville V., Piersma S.R., de Haas R.R., Delucinge-Vivier C. (2020). Optimized low-dose combinatorial drug treatment boosts selectivity and efficacy of colorectal carcinoma treatment. Mol. Oncol..

[43] Allardyce C.S., Dyson P.J., Ellis D.J., Heath S.L. (2001). [Ru(η--cymene)Cl(pta)] (pta = 1,3,5-triaza-7-phosphatricyclo- [3.3.1.1]decane): A water soluble compound that exhibits pH dependent DNA binding providing selectivity for diseased cells. Chem. Commun..

[44] Rausch M., Blanc L., Silva O.D.S., Dormond O., Griffioen A.W., Nowak-Sliwinska P. (2021). Characterization of Renal Cell Carcinoma Heterotypic 3D Co-Cultures with Immune Cell Subsets. Cancers.

[45] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[46] Robinson M.D., McCarthy D.J., Smyth G.K. (2010). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[47] Enrichr. http://amp.pharm.mssm.edu/Enrichr.

[48] Gene Expression Omnibus. www.ncbi.nlm.nih.gov/geo.

[49] Clarivate. https://clarivate.com/.

[50] Rausch M., Rutz A., Allard P.M., Delucinge-Vivier C., Docquier M., Dormond O., Wolfender J.L., Nowak-Sliwinska P. (2021). Molecular and functional analysis of sunitinib resistance induction in human renal cell carcinoma cells. Int. J. Mol. Sci..

[51] Chambers M.C., Maclean B., Burke R., Amodei D., Ruderman D.L., Neumann S., Gatto L., Fischer B., Pratt B., Egertson J. (2012). A cross-platform toolkit for mass spectrometry and proteomics. Nat. Biotechnol..

[52] Pluskal T., Castillo S., Villar-Briones A., Oresic M. (2010). MZmine 2: Modular framework for processing, visualizing, and analyzing mass spectrometry-based molecular profile data. BMC Bioinform..

[53] Kondo J., Ekawa T., Endo H., Yamazaki K., Tanaka N., Kukita Y., Okuyama H., Okami J., Imamura F., Ohue M. (2019). High-throughput screening in colorectal cancer tissue-originated spheroids. Cancer Sci..

[54] Zeng L., Gupta P., Chen Y., Wang E., Ji L., Chao H., Chen Z.-S. (2017). The development of anticancer ruthenium(ii) complexes: From single molecule compounds to nanomaterials. Chem. Soc. Rev..

[55] Lee S.Y., Kim C.Y., Nam T.-G. (2020). Ruthenium Complexes as Anticancer Agents: A Brief History and Perspectives. Drug Des. Dev. Ther..

[56] Babak M.V., Meier S.M., Huber K.V.M., Reynisson J., Legin A.A., Jakupec M.A., Roller A., Stukalov A., Gridling M., Bennett K.L. (2015). Target profiling of an antimetastatic RAPTA agent by chemical proteomics: Relevance to the mode of action. Chem. Sci..

[57] Lan Y.L., Wang X., Xing J.S., Yu Z.L., Lou J.C., Ma X.C., Zhang B. (2017). Anti-cancer effects of dopamine in human glioma: Involvement of mitochondrial apoptotic and anti-inflammatory pathways. Oncotarget.

[58] Zhang X., Liu Q., Liao Q., Zhao Y. (2017). Potential Roles of Peripheral Dopamine in Tumor Immunity. J. Cancer.

[59] Pantziarka P., Sukhatme V., Bouche G., Meheus L., Sukhatme V.P. (2016). Repurposing Drugs in Oncology (ReDO)-diclofenac as an anti-cancer agent. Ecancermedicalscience.

[60] Breuer S., Maimon O., Appelbaum L., Peretz T., Hubert A. (2013). TL-118-anti-angiogenic treatment in pancreatic cancer: A case report. Med. Oncol..

[61] Ding N., Zhu Q. (2018). Disulfiram combats cancer via crippling valosin-containing protein/p97 segregase adaptor NPL4. Transl. Cancer Res..

[62] Parshad R., Kapoor S., Gupta S.D., Kumar A., Chattopadhyaya T.K. (2002). Does famotidine enhance tumor infiltrating lymphocytes in breast cancer? Results of a randomized prospective pilot study. Acta. Oncol..

[63] Nambara S., Masuda T., Nishio M., Kuramitsu S., Tobo T., Ogawa Y., Hu Q., Iguchi T., Kuroda Y., Ito S. (2017). Antitumor effects of the antiparasitic agent ivermectin via inhibition of Yes-associated protein 1 expression in gastric cancer. Oncotarget.

[64] Zi F., Zi H., Li Y., He J., Shi Q., Cai Z. (2018). Metformin and cancer: An existing drug for cancer prevention and therapy. Oncol. Lett..

[65] Liu Y.C., Kim S.L., Park Y.R., Lee S.-T., Kim S.W. (2017). Parthenolide promotes apoptotic cell death and inhibits the migration and invasion of SW620 cells. Intest. Res..

[66] Ghantous A., Sinjab A., Herceg Z., Darwiche N. (2013). Parthenolide: From plant shoots to cancer roots. Drug Discov. Today.

[67] Zhao L., Zhao Y., Schwarz B., Mysliwietz J., Hartig R., Camaj P., Bao Q., Jauch K.W., Guba M., Ellwart J.W. (2016). Verapamil inhibits tumor progression of chemotherapy-resistant pancreatic cancer side population cells. Int. J. Oncol..

[68] Elwood P.C., Morgan G., Pickering J.E., Galante J., Weightman A.L., Morris D., Kelson M., Dolwani S. (2016). Aspirin in the Treatment of Cancer: Reductions in Metastatic Spread and in Mortality: A Systematic Review and Meta-Analyses of Published Studies. PLoS ONE.

[69] Cavalla D. (2019). Using human experience to identify drug repurposing opportunities: Theory and practice. Br. J. Clin. Pharmacol..

[70] Pushpakom S., Iorio F., Eyers P.A., Escott K.J., Hopper S., Wells A., Doig A., Guilliams T., Latimer J., McNamee C. (2018). Drug repurposing: Progress, challenges and recommendations. Nat. Rev. Drug. Discov..

[71] Weiss A., Le Roux-Bourdieu M., Zoetemelk M., Ramzy G.M., Rausch M., Harry D., Miljkovic-Licina M., Falamaki K., Wehrle-Haller B., Meraldi P. (2019). Identification of a Synergistic Multi-Drug Combination Active in Cancer Cells via the Prevention of Spindle Pole Clustering. Cancers.

[72] Chou T.C. (2010). Drug combination studies and their synergy quantification using the Chou-Talalay method. Cancer Res..

[73] Daina A., Michielin O., Zoete V. (2019). SwissTargetPrediction: Updated data and new features for efficient prediction of protein targets of small molecules. Nucleic. Acids. Res..

[74] Artner C., Holtkamp H.U., Hartinger C.G., Meier-Menches S.M. (2017). Characterizing activation mechanisms and binding preferences of ruthenium metallo-prodrugs by a competitive binding assay. J. Inorg. Biochem..

[75] Holtkamp H.U., Movassaghi S., Morrow S.J., Kubanik M., Hartinger C.G. (2018). Metallomic study on the metabolism of RAPTA-C and cisplatin in cell culture medium and its impact on cell accumulation. Metallomics.

[76] Fahy E., Subramaniam S. (2020). RefMet: A reference nomenclature for metabolomics. Nat. Methods.

[77] Pradas I., Rovira-Llopis S., Naudí A., Bañuls C., Rocha M., Hernandez-Mijares A., Pamplona R., Victor V.M., Jové M. (2019). Metformin induces lipid changes on sphingolipid species and oxidized lipids in polycystic ovary syndrome women. Sci. Rep..

[78] Van Stee M.F., de Graaf A.A., Groen A.K. (2018). Actions of metformin and statins on lipid and glucose metabolism and possible benefit of combination therapy. Cardiovasc. Diabetol..

[79] Kim C.Y., Kang B., Hong J., Choi H.-S. (2019). Parthenolide inhibits lipid accumulation via activation of Nrf2/Keap1 signaling during adipocyte differentiation. Food Sci. Biotechnol..

[80] Posocco B., Buzzo M., Giodini L., Crotti S., D’Aronco S., Traldi P., Agostini M., Marangon E., Toffoli G. (2018). Analytical aspects of sunitinib and its geometric isomerism towards therapeutic drug monitoring in clinical routine. J. Pharm. Biomed. Anal..

[81] Liberti M.V., Locasale J.W. (2016). The Warburg Effect: How Does it Benefit Cancer Cells?. Trends. Biochem. Sci..

[82] Vander Heiden M.G., Cantley L.C., Thompson C.B. (2009). Understanding the Warburg effect: The metabolic requirements of cell proliferation. Science.

[83] Daina A., Michielin O., Zoete V. (2017). SwissADME: A free web tool to evaluate pharmacokinetics, drug-likeness and medicinal chemistry friendliness of small molecules. Sci. Rep..

[84] Daina A., Zoete V. (2016). A BOILED-Egg To Predict Gastrointestinal Absorption and Brain Penetration of Small Molecules. ChemMedChem.

[85] Huinen Z.R., Huijbers E.J.M., van Beijnum J.R., Nowak-Sliwinska P., Griffioen A.W. (2021). Anti-angiogenic agents—overcoming tumour endothelial cell anergy and improving immunotherapy outcomes. Nat. Rev. Clin. Oncol..

[86] Bayat Mokhtari R., Homayouni T.S., Baluch N., Morgatskaya E., Kumar S., Das B., Yeger H. (2017). Combination therapy in combating cancer. Oncotarget.

[87] Zhang Z., Zhou L., Xie N., Nice E.C., Zhang T., Cui Y., Huang C. (2020). Overcoming cancer therapeutic bottleneck by drug repurposing. Signal Transduct. Target. Ther..

[88] Suissa S., Azoulay L. (2014). Metformin and Cancer: Mounting Evidence Against an Association. Diabetes Care.

[89] Malek M., Aghili R., Emami Z., Khamseh M.E. (2013). Risk of Cancer in Diabetes: The Effect of Metformin. ISRN Endocrinol..

[90] Ugwueze C.V., Ogamba O.J., Young E.E., Onyenekwe B.M., Ezeokpo B.C. (2020). Metformin: A Possible Option in Cancer Chemotherapy. Anal. Cell. Pathol..

[91] Richard S.M., Martinez Marignac V.L. (2015). Sensitization to oxaliplatin in HCT116 and HT29 cell lines by metformin and ribavirin and differences in response to mitochondrial glutaminase inhibition. J. Cancer Res..

[92] Sun L., Yuan W., Wen G., Yu B., Xu F., Gan X., Tang J., Zeng Q., Zhu L., Chen C. (2020). Parthenolide inhibits human lung cancer cell growth by modulating the IGF-1R/PI3K/Akt signaling pathway. Oncol. Rep..

[93] Weiss A., Ding X., van Beijnum J.R., Wong I., Wong T.J., Berndsen R.H., Dormond O., Dallinga M., Shen L., Schlingemann R.O. (2015). Rapid optimization of drug combinations for the optimal angiostatic treatment of cancer. Angiogenesis.

[94] Ratanaphan A., Temboot P., Dyson P.J. (2010). In vitro ruthenation of human breast cancer suppressor gene 1 (BRCA1) by the antimetastasis compound RAPTA-C and its analogue CarboRAPTA-C. Chem. Biodivers..

[95] Jafari N., Nazeri S., Enferadi S.T. (2018). Parthenolide reduces metastasis by inhibition of vimentin expression and induces apoptosis by suppression elongation factor α − 1 expression. Phytomedicine.

[96] Makhov P., Naito S., Haifler M., Kutikov A., Boumber Y., Uzzo R.G., Kolenko V.M. (2018). The convergent roles of NF-κB and ER stress in sunitinib-mediated expression of pro-tumorigenic cytokines and refractory phenotype in renal cell carcinoma. Cell Death Dis..

[97] Yuan L., Wang Z., Zhang D., Wang J. (2020). Metabonomic study of the intervention effects of Parthenolide on anti-thyroid cancer activity. J. Chromatogr. B.

[98] Meacham W.D., Antoon J.W., Burow M.E., Struckhoff A.P., Beckman B.S. (2009). Sphingolipids as Determinants of Apoptosis and Chemoresistance in the MCF-7 Cell Model System. Exp. Biol. Med..

[99] Lewis A.C., Wallington-Beddoe C.T., Powell J.A., Pitson S.M. (2018). Targeting sphingolipid metabolism as an approach for combination therapies in haematological malignancies. Cell Death Discov..

[100] Cairns R.A., Harris I.S., Mak T.W. (2011). Regulation of cancer cell metabolism. Nat. Rev. Cancer.

How the deposited data were processed for this re-analysis (not part of the article)

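RNA was sequenced from Caki-1-SR clone 1 cells, a sunitinib-resistant subline of a human ccRCC line, treated with ODC_REMP_ or kept as control. At 24 h there were 3 CTRL and 3 ODC_REMP_ libraries, and at 2 h 2 CTRL and 3 ODC_REMP_ libraries, 11 in all. The paper's text reports on 24 h only. The sample titles of the time points carry different months, so time and month coincide. The titles do not say whether the month is that of culture, of sequencing or of both. Treated cells received 2 µM Rapta-C, 1 µM erlotinib, 1 µM metformin and 5 µM parthenolide. No conditions other than these were analysed here.

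The authors checked the reads with FastQC 0.11.5, aligned them with STAR 2.5.3a to UCSC hg38, ran quality control with Picard 2.9.0 and counted reads per gene with HTSeq 0.9.1. The values the authors deposited are these raw counts, in 2 tables of 26485 gene symbols, without normalization or filtering. They tested differences with edgeR 3.24.3, a generalized linear model and the quasi-likelihood F test. Symbols were matched to GENCODE release 44 for positions: 23060 directly, 1369 through an older symbol and 2056 not at all.

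From the deposited counts, the comparison of ODC_REMP_ with CTRL was fitted separately at 24 h and at 2 h with edgeR 4.0.16 in R 4.3.3, using its earlier quasi-likelihood method, TMM factors (0.965 to 1.02 over the 11 libraries) and filterByExpr with a minimum count of 10 and a minimum total of 15. This left 12689 genes at 24 h and 13332 at 2 h. The difference between the effects at 24 h and at 2 h was tested as a contrast in a joint fit of all 11 libraries on 13333 genes. Tests were two-sided with Benjamini-Hochberg adjustment over the genes tested. Calls followed the paper: a fold change of at least 2 with an unadjusted or an adjusted p under 0.05. A gene with no more than 3 counts in each library of a group is given only as a lower bound.

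The genes named in the text were chosen by a written rule: every gene the paper names; every gene with an adjusted p under 0.05 and a fold change of at least 2 in a comparison where there were at most 30; and for each gene list with an adjusted p under 0.05, at most the 5 members with the smallest p. A gene outside this rule is marked as chosen after its values were seen. Results for some single genes are not reported here.

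Gene lists were tested with camera of limma 3.58.1 where at least 5 members were tested, and repeated with fry and with an estimated correlation. There were 22 lists: NF-κB signaling components, NF-κB target genes, inflammatory response, chemotaxis, apoptosis, DNA damage repair, cell adherence, cytoskeletal rearrangement, TGF-β targets, β-catenin targets, autophagy, glycolysis, sphingolipid metabolism and phosphatidylcholine metabolism for subjects of the paper, and 8 others for known effects of the drugs, namely NRF2 targets, heat shock response, ATF4 and CHOP targets, EGFR-ERK target genes, p53 targets, sterol synthesis, hypoxia targets and metallothioneins. They were written from general knowledge, and the paper's MetaCore gene sets were not used here.

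Library totals ran from 17785229 to 20882856 counts at 24 h and from 25782895 to 31118349 at 2 h. The floor of 3 counts is worth 0.144 to 0.166 CPM at 24 h and 0.0953 to 0.116 CPM at 2 h. The 10 most abundant genes took between 4.27% and 5.91% of the counts of a library. Alternatives covered the filter on low counts (every gene with at least 1 count, more than 1 CPM in at least 3 libraries, at least 10 counts in every library), the scaling (RLE, upper quartile, library size only), the test (edgeR's newer and robust quasi-likelihood methods, its likelihood ratio test, DESeq2 1.42.0), a joint fit of all libraries, and each library left out in turn. A pairing of the 24 h libraries was added after the data were seen. The labels give no replicate number shared between the groups, but the library numbers alternate between CTRL and ODC_REMP_, so libraries 1 and 2, 3 and 4, and 5 and 6 were taken as pairs. The deviations from the group means correlated at 0.20, 0.58 and 0.45 within these pairs. Of the 6 ways to pair the groups it was the only one with every correlation over 0.1, and what the pairs share is not stated. The paired fit added the pair to the design. It is outside the ranges over alternatives given in the text. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

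The scripts' tests were checked on simulated data with the means and library sizes of the real libraries and 200 changed genes. The quasi-likelihood test recovered 100% of 100 genes changed 4-fold and 90% of 100 genes changed 2-fold at 24 h, and called 8 of 12459 genes simulated without a change. At 2 h it recovered 100% and 91% and called 14 of 13102 such genes. For the difference between the time points it recovered 98% and 53% and called 6 of 13103 such genes. With differences between pairs simulated as in the paired fit of the real 24 h libraries, that fit recovered 100% and 97% and called 9 of 12489 such genes, and the unpaired fit recovered 99% and 69% and called 0. These simulations had no spread of single genes beyond the trend, so the shares are upper limits for the real libraries.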

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

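Of the tests in this part, the paired fit at 24 h and those on GC content and transcript length, on library size, and on leaving out 1 CTRL library at 2 h were chosen only after the result was seen, apart from the CTRL library tests on FTL and NQO1 and on the difference between time points for the ATF4 and CHOP targets. The lists themselves were fixed earlier. With 3 libraries against 3 there are 10 splits of the 24 h libraries, so no count of splits can bring the share of chance below 0.1.

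Genes the paper does not discuss moved together at 24 h. NRF2 targets, which respond to oxidative and electrophilic stress, had a median log2 fold change of 0.58, and all 27 tested were higher in the treated cells (camera, adjusted p = 3.02e-42). They kept their call under fry (adjusted p = 0.00130), under an estimated correlation (0.00217) and with each library left out, with adjusted p from 3.89e-52 to 0.00217 over the alternatives. Of the genes, 6 passed over all genes tested and 16 when adjusted over the list alone. In the paired fit, which took libraries of adjacent numbers as pairs, 17 passed over all genes, and the list had adjusted p of 0.0303 under fry and 0.0956 under an estimated correlation, so the latter call was lost. The tables argue against several technical explanations. With the trend on GC content and length taken out, the median was 0.65, outside the central range of 10000 random lists (-0.10 to 0.10). With every library thinned to 17785229 counts it was 0.57, but totals of at most 20882856 left thinning little to change. Without FTH1, FTL and AKR1C3, tested members whose reads pseudogenes or paralogs can share, the median was 0.58 over 24 genes, all higher. A swapped label would break the order of the libraries, and the list was higher in all 9 pairs of a treated and a CTRL library. Of the 10 splits, 1, the real one, gave a camera p as small, and the next smallest was 2.02e-11. By the count of splits alone, chance in the grouping cannot be told apart from treatment, whatever the size of the difference. A candidate explanation is a stress response to ODC_REMP_, which holds the electrophile parthenolide, and the single drugs were not sequenced.

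ATF4 and CHOP targets, which respond to amino acid and endoplasmic reticulum stress, had a median of -0.41 at 24 h, with 24 of 34 lower (camera, adjusted p = 1.16e-10) and 16 past the threshold when adjusted over the list alone. GARS (log2 fold change -0.75), PSAT1 (-0.91) and ATF4 itself (-0.70) had adjusted p of 0.0655, 0.0859 and 0.0876 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. p53 targets had a median of 0.57, with 26 of 29 higher (adjusted p = 1.60e-15) and 12 past the threshold when adjusted over the list alone, among them CDKN1A (0.97, adjusted p = 0.107 over all genes). Without ODC_REMP_ library 6 the p53 median was 0.36. In the paired fit GARS, PSAT1, ATF4 and CDKN1A had adjusted p of 0.0147, 0.00502, 0.0248 and 0.0156 from the quasi-likelihood test, and 13 ATF4 and CHOP targets and 16 p53 targets passed over all genes. Neither list kept its call under fry (adjusted p = 0.122 each) or an estimated correlation (0.215 each). After the trend on GC content and length was taken out, the medians were -0.41 and 0.57, which argues against that explanation. After thinning they were -0.41 and 0.54, but the near-equal totals left thinning little to change. ATF4 and CHOP targets were lower in 8 of the 9 pairs and p53 targets higher in 9, and the 9 of 9 of the NRF2 targets argues against a swapped label for both. As small a p came from 2 of the 10 splits for the ATF4 and CHOP targets and from 3 for the p53 targets, so that chance in the grouping stays open, as does an effect of the treatment.

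The remaining lists outside the paper's subjects rest on weaker evidence. Sterol synthesis genes had a median of -0.25, with 25 of 32 lower (camera, adjusted p = 2.62e-06), EGFR-ERK target genes -0.12, with 23 of 36 lower (0.0144), and hypoxia targets 0.11, with 22 of 29 higher (0.0144). Under fry the adjusted p were 0.230, 0.628 and 0.328. The medians after the GC content and length trend was taken out were -0.27, -0.13 and 0.12. Each was outside the central range of random lists, so that trend does not account for them. After thinning the medians were -0.26, -0.12 and 0.11, which tests little where totals are near equal. These lists had their direction in 7, 6 and 5 of the 9 pairs, and here too the order of the NRF2 targets argues against a swapped label. As small a p came from 4 of the 10 splits for sterol synthesis, 9 for the EGFR-ERK targets and 7 for the hypoxia targets, which leaves chance open for all 3 lists. Single libraries decided much of them. The sterol median was -0.12 without ODC_REMP_ library 2 and -0.39 without ODC_REMP_ library 4. The EGFR-ERK median was -0.031 without ODC_REMP_ library 2, -0.028 without ODC_REMP_ library 4, -0.026 without CTRL library 5, -0.089 without CTRL library 1, -0.24 without CTRL library 3 and -0.39 without ODC_REMP_ library 6, and in the first 4 of these fits the call was lost (adjusted p = 0.431, 0.205, 0.125 and 0.0970, in a range from 6.09e-09 to 0.713). The hypoxia median was 0.017 without ODC_REMP_ library 6 (adjusted p = 0.889), 0.23 without ODC_REMP_ library 2, and 0.087 without CTRL library 3 (adjusted p = 0.0898), in a range from 4.49e-04 to 0.889. NDRG1 (log2 fold change 1.44, adjusted p = 0.0245) was the only hypoxia target past the threshold over all genes, where the paired fit gave 4. It gave 7 sterol synthesis genes and 3 EGFR-ERK targets.

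At 2 h, a time the paper's text does not report on, 4 lists differed from CTRL by camera, and none did under fry or an estimated correlation. The TGF-β targets had a median of 0.25, with 21 of 28 higher (adjusted p = 1.15e-06) and higher values in 5 of the 6 pairs of libraries. They kept a median of at least 0.29 without either CTRL library, which argues against 1 CTRL library as the whole cause. The others were higher in 4 of the 6 pairs. NF-κB target genes had a median of 0.21 (adjusted p = 9.06e-04), but -0.055 without CTRL library 2, -0.18 without ODC_REMP_ library 4, 0.71 without CTRL library 1, 0.50 without ODC_REMP_ library 3 and 0.32 without ODC_REMP_ library 5. The NRF2 targets, at 0.10 (adjusted p = 0.0146), were at -0.064 without CTRL library 1, -0.0015 without ODC_REMP_ library 3, 0.33 without CTRL library 2, 0.21 without ODC_REMP_ library 4 and 0.081 without ODC_REMP_ library 5 (adjusted p = 0.0892, in a range from 3.90e-07 to 0.984). The ATF4 and CHOP targets, at 0.16 (adjusted p = 8.13e-07), were at -0.092 without CTRL library 1, 0.56 without CTRL library 2 and 0.26 without ODC_REMP_ library 3. For these 3 lists the values are consistent with 1 CTRL library as the source of the difference, and the 2 h CTRL group holds only 2.

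The effect of treatment differed between 24 h and 2 h for 8 lists by camera on the contrast itself, and for 0 under fry or an estimated correlation, where 2 and 3 lists had an unadjusted p under 0.05. The NRF2 targets differed by a median of 0.52 (adjusted p = 8.50e-25; 0.87 without 2 h CTRL library 1), and by at least 0.39 without either 2 h CTRL library. The p53 targets differed by 0.64 (adjusted p = 8.32e-16), at least 0.54 without either of these. Sterol synthesis genes differed by -0.23 (adjusted p = 9.46e-05), and by -0.15 without 2 h CTRL library 1, -0.15 without 24 h CTRL library 3, -0.12 without 24 h ODC_REMP_ library 2 and -0.36 without 24 h ODC_REMP_ library 4. DNA damage repair genes differed by -0.073 (adjusted p = 0.0169), by -0.085 without 2 h CTRL library 1 and by -0.13 without 2 h CTRL library 2. Their call was lost without 24 h CTRL library 3 (0.143), 24 h ODC_REMP_ library 6 (0.186) or 2 h ODC_REMP_ library 4 (0.0845), in a range from 0.00219 to 0.542, and the median was -0.11 without 24 h ODC_REMP_ library 2. These 4 lists kept the larger part of their difference without either 2 h CTRL library, which argues against 1 of them as the whole cause.

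The other 4 lists lost the larger part of their difference without 1 of the 2 h CTRL libraries, which stays a candidate explanation for part or all of it. The ATF4 and CHOP targets differed by -0.51 (adjusted p = 1.24e-16), by -0.25 without 2 h CTRL library 1 and by -0.90 without 2 h CTRL library 2, so that the direction was kept. The inflammatory response genes differed by 0.42 (adjusted p = 9.40e-04) and by -0.24 and 1.01 without 2 h CTRL libraries 1 and 2. Their median was 0.25 without 24 h CTRL library 3 or 2 h ODC_REMP_ library 3, 0.27 without 24 h ODC_REMP_ library 4, 0.81 without 24 h CTRL library 5, 0.18 without 24 h ODC_REMP_ library 6 and 0.91 without 2 h ODC_REMP_ library 4. NF-κB target genes differed by 0.35 (adjusted p = 0.00151), by -0.34 and 0.79 without 2 h CTRL libraries 1 and 2, by 0.81 without 24 h CTRL library 5 and 0.90 without 2 h ODC_REMP_ library 4, and their call was lost without 24 h CTRL library 3 (median 0.25, adjusted p = 0.143) and 2 h ODC_REMP_ library 3 (0.23, adjusted p = 0.190), in a range from 3.30e-11 to 0.733. NF-κB signaling components differed by 0.10 (adjusted p = 0.0487), and by 0.018 without 2 h CTRL library 2 and 0.066 without 2 h CTRL library 1. Their median was 0.19 without 24 h ODC_REMP_ library 2, 0.23 without 24 h CTRL library 5 and 0.17 without 2 h ODC_REMP_ library 4. The call was lost without 24 h CTRL library 1 (adjusted p = 0.0565), 24 h CTRL library 3 (median 0.048, adjusted p = 0.313), 24 h ODC_REMP_ library 4 (0.134), 24 h ODC_REMP_ library 6 (0.141) or 2 h ODC_REMP_ library 3 (0.266), in a range from 0.00183 to 0.594.

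FTL and NQO1 rose more at 24 h than at 2 h, by 1.92 (standard error 0.22) and 1.42 (standard error 0.17) on the log2 scale, with an adjusted p of 0.0174 each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These 2 were the genes past the threshold among 13333, while 791 had an unadjusted p under 0.05. Without 2 h CTRL library 1 the difference for FTL was 2.16, and without 2 h CTRL library 2 it was 1.61, which argues against 1 of them as the cause. The number of genes past the threshold was 0 without 24 h CTRL library 1, 24 h CTRL library 3, 24 h ODC_REMP_ library 4, 2 h ODC_REMP_ library 3 or 2 h ODC_REMP_ library 5, 1 without 24 h ODC_REMP_ library 2 or 2 h ODC_REMP_ library 4, and 4 without 24 h CTRL library 5. Over the alternatives the adjusted p ran from 1.21e-11 to 0.108 for FTL and from 2.34e-10 to 0.108 for NQO1. Between 546 and 906 genes had an unadjusted p under 0.05 in these fits. The month in the titles differs between the time points, so month and duration of treatment cannot be told apart in this difference. Reads shared with pseudogenes keep the level of FTL uncertain.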

How the results depend on the processing

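Of the alternatives, the paired fit of libraries with adjacent numbers at 24 h was chosen only after the result was seen, and the ranges and totals given leave it out. For the 2 h libraries: No paired analysis was possible because the labels give no replicate number shared between the groups compared. Their library numbers do not alternate between CTRL and ODC_REMP_ either, unlike those at 24 h. The joint fit behind the difference between time points did not include the 24 h pairs. Its numbers of genes and lists therefore rest on unpaired libraries, and the effect of pairing on them was not tested. Where leaving out a CTRL library at 2 h left 1, fold changes are given without a test.

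At 24 h, 298 genes passed at an unadjusted p. With every gene of at least 1 count tested the number was 525, and with at least 10 counts required in every library 193, settings that change which low genes can pass. It ran from 242 to 474 with 1 library left out, the highest without ODC_REMP_ library 6. The 21 genes with an adjusted p became 59 (15 of them lower) without a filter, 186 with edgeR's likelihood ratio test, 146 with DESeq2 and 95 with all 11 libraries in one fit, with 21, 21, 20 and 21 of the same genes. Across the fits that each left out 1 library they ran from 2 to 53, with 897 to 2006 genes at an unadjusted p under 0.05: 2 without CTRL library 1, 3 without ODC_REMP_ library 2, 4 without CTRL library 3, 12 without CTRL library 5 and 53 without ODC_REMP_ library 6. At any fold change, 24 genes became 92, 401, 386 and 186 in the same 4 settings, and 2 to 70 with 1 library left out. The likelihood ratio test and DESeq2 have no allowance for the uncertainty of each gene's dispersion of the kind the quasi-likelihood test has, and the cause of the other changes was not tested. With adjacent library numbers as a replicate block, the 298, 21 and 24 genes became 346, 176 and 686, with 21 of the 21 among the 176, and the common biological coefficient of variation was 0.101 against 0.166. The other 5 pairings gave 0 to 92 genes in place of 176. The block gave a call to G6PC3, PDP1, PLCH1, PLCD3, PLCB4, BCHE, CERS4, PFKFB3, ALDOC, IL6, NFKBIA and IKBKB. It also gave a call to ROBO1, CXCL16, SEMA3A, SMAD6, ID1, TGFBR2, GARS, PSAT1, ATF4 and CDKN1A. It changed no other call of a gene named or of a list under camera. The other scalings and quasi-likelihood methods gave 17 to 22 genes. The largest shift of the median of all genes under another scaling was -0.032, with library size only, where 44.1% of genes were higher against 50.1%.

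The number of lists past the threshold at 24 h, 14, was 3 under fry and 1 with the correlation estimated from the data, and 10 to 14 with 1 library left out. Pairing the libraries left it at 14, with 2 under fry and 0 with the correlation estimated. The cause of these changes was not tested. Under fry and the estimated correlation the medians stay as they are, and the calls were lost for the NF-κB signaling components (0.19), NF-κB target genes (0.59), inflammatory response (0.56), chemotaxis (0.24), DNA damage repair (-0.066), TGF-β targets (0.21), ATF4 and CHOP targets (-0.41), EGFR-ERK target genes (-0.12), p53 targets (0.57), sterol synthesis (-0.25) and hypoxia targets (0.11), and under the estimated correlation alone for glycolysis (0.065) and sphingolipid metabolism (0.14). Without a filter, glycolysis had a median of 0.070 and lost its call (adjusted p = 0.0529, in a range from 0.0121 to 0.215). With library size only, the median of the autophagy list was -0.025 against 0.0063. The NRF2 targets kept their call in all 11 alternatives.

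Across the 6 fits that each left out 1 library at 24 h, the median ran from 0.18 to 0.42 for chemotaxis (call lost without CTRL library 3 or ODC_REMP_ library 6), -0.11 to -0.051 for DNA damage repair (lost without CTRL library 3 or ODC_REMP_ library 6), 0.055 to 0.099 for glycolysis (lost without CTRL library 3, CTRL library 5 or ODC_REMP_ library 6), 0.091 to 0.16 for sphingolipid metabolism (lost without ODC_REMP_ library 6), -0.39 to -0.026 for the EGFR-ERK targets (lost without CTRL library 1 or 5 or ODC_REMP_ library 2 or 4) and 0.017 to 0.23 for the hypoxia targets (lost without CTRL library 3 or ODC_REMP_ library 6). The direction changed for apoptosis (-0.013 to 0.063), cell adherence (-0.016 to 0.11, past the threshold without ODC_REMP_ library 2), cytoskeletal rearrangement (-0.069 to 0.021), β-catenin targets (-0.14 to 0.10), autophagy (-0.028 to 0.065) and phosphatidylcholine metabolism (-0.024 to 0.11), none of them past the threshold with all libraries. Heat shock genes ran from -0.20 to -0.0095 and passed without ODC_REMP_ library 6. Of the genes named, SMPD4 ran from -0.0083 to 0.10, reversed without ODC_REMP_ library 4, and CD44 from -0.48 to 0.18, reversed without CTRL library 1 (0.12), ODC_REMP_ library 2 (0.012), ODC_REMP_ library 4 (0.18) or CTRL library 5 (0.00015). What sets these libraries apart was not tested.

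At 2 h, 41 genes at an unadjusted p became 241 without a filter, 7 with more than 1 CPM in at least 3 libraries, 13 with at least 10 counts in every library, 72 with the likelihood ratio test and 22 with DESeq2, and 28 to 68 with 1 ODC_REMP_ library left out, the highest without ODC_REMP_ library 4. The 0 genes with an adjusted p, at a fold change of at least 2 or at any, became 5 with the likelihood ratio test and 1 with DESeq2, all lower, and stayed at 0 in the other alternatives. Of the 4 lists, 0 passed under fry, with 0 at an unadjusted p under 0.05, and 0 with an estimated correlation, with 1 unadjusted. With 1 ODC_REMP_ library left out, 3 to 10 lists passed, 10 without ODC_REMP_ library 3 and 7 without ODC_REMP_ library 4. The NF-κB target genes ran from -0.18 (without ODC_REMP_ library 4) to 0.71 and the NRF2 targets from -0.064 to 0.33, at -0.0015 without ODC_REMP_ library 3.

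For the difference between 24 h and 2 h, the 2 genes became 7 without a filter, 37 with the likelihood ratio test and 36 with DESeq2, both genes among them each time, and 0 to 4 with 1 library left out. The 8 lists became 0 under fry and 0 with an estimated correlation, and 5 to 13 with 1 library left out, 5 without 24 h CTRL library 3 and 13 without 2 h ODC_REMP_ library 5. Over the other 81 results followed, other settings gave 810 values, of which 686 kept direction and side of the threshold, 31 lost the threshold and 93 gained it, and leaving out 1 library gave 532 values, of which 406 kept both, 99 lost the threshold, 9 gained it, 7 reversed and 11, without a test, moved.

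The depth limits G6PC, G6PC2, ACHE and ITGA2B, which had 0 to 2 counts in each 24 h library. It also limits LGI2, with at most 1 count in each CTRL library, whose change is a lower bound.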

Differences from the paper's values

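In this part, the paired fit, which takes 24 h libraries of adjacent numbers as pairs, was chosen only after the result was seen. The paper's counts of genes and those found here, 284 against 298 and 22 against 21, lie within 1.5 times of each other, and so do the paper's 20 and 2 genes that rose and fell, against 19 and 2.

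The paper reports, with reserve, that glucose-6-phosphatase fell. G6PC and G6PC2 had 0 counts in all 24 h libraries, and G6PC3 was higher, with a log2 fold change of 0.36 (adjusted p = 0.197 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 17 alternatives changed the direction of G6PC3, and in the paired fit it passed as higher (adjusted p = 0.0377 from the same test). The paper states that phospholipase C fell with an FDR under its threshold. Its text names no gene, and these counts do not show which phospholipase C genes act on phosphatidylcholine. Of 10 genes tested, 6 were higher and 4 lower, and none passed, the lowest adjusted p being that of PLCH1 (log2 fold change -1.76, adjusted p = 0.0655). Among the alternatives set before the data were examined, PLCH1 passed with every gene of at least 1 count tested (0.0271), the likelihood ratio test (4.45e-06), DESeq2 (4.50e-05), the joint fit of all 11 libraries (0.0167) and without ODC_REMP_ library 6 (0.0394), and not in the other alternatives, in a range up to 0.295. PLCD3, which was higher, passed with the likelihood ratio test (0.0152) and DESeq2 (0.0132), in a range up to 0.458. The paired fit gave adjusted p of 0.0182 for PLCH1, and of 0.0110 and 0.0379 for PLCD3 and PLCB4, both higher, from the quasi-likelihood test.

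The paper states that acetylcholinesterase fell, and ACHE had 0 counts in the CTRL libraries and at most 2 in a treated library. The paper states a significant rise of ceramidase 4 and of sphingomyelin phosphodiesterase 4. SMPD4 had a log2 fold change of 0.051 (adjusted p = 0.876 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0.658 to 1.00 over its alternatives), and it passed in none of them. CERS4 rose by 1.65 (adjusted p = 0.0982), and passed with the likelihood ratio test (4.39e-04), DESeq2 (0.00721), the joint fit of all 11 libraries (0.0271) and without ODC_REMP_ library 6 (0.0490), in a range up to 0.379, and with the paired fit (0.0184). ACER2 rose by 1.13 (adjusted p = 0.184), and passed with the likelihood ratio test (0.0273) and DESeq2 (0.0366), in a range up to 0.631.

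Fig. 3 shows aldolase as lower. ALDOA and ALDOC were higher, by 0.21 and 0.65 on the log2 scale, and remained so in every alternative, and ALDOC passed in the paired fit (adjusted p = 0.0353 from the quasi-likelihood test). The paper states that apoptosis-related proteins, caspases among them, rose. At the RNA level, CASP2, CASP4, CASP6, CASP8 and CASP10 were lower, with log2 fold changes from -0.23 to -0.063, while CASP9 was higher by 0.12. None of these caspase genes had an adjusted p under 0.64 from the quasi-likelihood test, so no RNA change was called in either direction. The paper states a significant rise of apoptosis and cytoskeletal arrangement. These lists had medians of -0.0039 and -0.016 (camera, adjusted p = 0.374 and 0.886), past the threshold in none of their alternatives. It lists β-catenin signaling, as a possible relation that needs further work, among what rose, and the β-catenin targets had a median of -0.036 (adjusted p = 0.963), also past the threshold in no alternative. It states that inflammatory genes fell at 24 h. The inflammatory response list had a median of 0.56 with 20 of 25 genes higher. Its median stayed above 0 with each library left out, another filter and other scalings (0.18 to 1.10). Fry and the estimated correlation leave the median as it is, and under both the list lost its call (adjusted p = 0.122 and 0.222). Another split of the libraries gave a smaller unadjusted camera p (1.58e-15 against 5.51e-07). IL6, TNF and CXCL8 were each higher, and remained so in every alternative, and IL6 passed in the paired fit (adjusted p = 0.00821 from the quasi-likelihood test).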

Other observations

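In this part, the paired fit and the comparison of splits by pairs, the count of splits at any fold change, the comparison of spread at 2 h and 24 h, and the tests on the collagen transcripts were chosen only after the result was seen, and so were the genes named for them.

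The 6 libraries at 24 h can be split 3 against 3 in 10 ways. The real split gave 298 genes at an unadjusted p under 0.05 and a fold change of at least 2, 21 genes with an adjusted p under 0.05 and a fold change of at least 2, and 24 at any fold change. The split of CTRL library 1, CTRL library 5 and ODC_REMP_ library 6 against the others gave 321, 20 and 31. It follows the first principal component. If libraries of adjacent numbers are pairs, it parts 1 of the 3 pairs and sets libraries 3 and 4 against 5 and 6, so that a difference between pairs may enter it. The real split parts all 3 pairs, as do 3 other splits, which gave 66, 7 and 4 genes at an unadjusted p and 0 with an adjusted p. With the pairs in the fit, the real split gave 346, 176 and 686 genes. The other 8 splits gave 4 to 85 genes at an unadjusted p and 0 with an adjusted p. As many genes as the real split came from 2 of the 10 splits at an unadjusted p, from 1 with an adjusted p and a fold change of at least 2, and from 2 at any fold change. With 10 splits the share cannot fall below 0.1, and only 4 splits part all pairs, so chance in the grouping cannot be told apart from treatment by these counts. The labels do not say what the pairs share. The NRF2 targets, a list fixed earlier, were higher in 9 of 9 pairs of a treated and a CTRL library, which argues against an exchange of the labels of CTRL library 3 and ODC_REMP_ library 6.

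For the lists on the paper's subjects, the number of the 10 splits with a camera p as small as the real one was 1 for glycolysis and 1 for sphingolipid metabolism, 2 for the NF-κB signaling components, 2 for the NF-κB target genes, 2 for the inflammatory response, 2 for the TGF-β targets, 3 for DNA damage repair and 5 for chemotaxis. The smallest p of another split was 3.21e-07 for the NF-κB components, 1.41e-20 for their targets and 1.58e-15 for the inflammatory response. Chance in the grouping stays open for each of them.

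At 2 h, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 0 genes with an adjusted p under 0.05 among 13332, and 312 with an unadjusted p under 0.05. In simulated counts with the same 2 CTRL and 3 ODC_REMP_ libraries, 100% of 100 genes changed 4-fold were recovered. That share is an upper limit, since the simulated counts had no spread of single genes beyond the trend. The 24 h libraries without CTRL library 1, 3 or 5, also 2 against 3, gave 2, 4 and 12 genes in place of 21. Without CTRL library 1, LYPD1 (log2 fold change -2.71) had an adjusted p of 0.0921 from the same test. Too few libraries thus stays open as a cause. The spread between libraries was 0.139 at 2 h, as the common biological coefficient of variation, against 0.166 at 24 h, which argues against a larger spread. A smaller effect after 2 h may remain. The contrast between the time points was past the threshold for FTL and NQO1, and their log2 fold changes at 2 h were 0.11 and 0.10.

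CTRL library 1 at 2 h stood apart on the first principal component of the 2 h libraries (38.6% of the variance), at 34.3 against -17.9 to -2.04 for the others, and had the most genes with a count, 16840 against 15761 to 15973. It held transcripts that the other 2 h libraries lacked. COL3A1 was at 41.8 CPM and COL1A2 at 37.5, against at most 0.194 and 0.356 CPM in the ODC_REMP_ libraries, and DCN and LUM were at 2.82 and 2.51. RN7SK and RN7SL1 were at 19.8 and 18.1 CPM, against at most 2.15 and 2.05 elsewhere. CHAC1, at 3.40 CPM, and ATF3, at 4.14, were lower than in the others (at least 20.3 and 16.3). Of 21 fibroblast markers, 8 were under 0.5 CPM in the other 2 h libraries while the other 13 were at 0.5 CPM or more in at least 1 of them, so that Caki-1-SR cells express them. Of these 8, 7 were raised at least 4 times in this library. A list of 15 epithelial markers, added after these values were seen, had 12 such genes, of which 6 were raised, among them KRT17 and KRT19. The epithelial markers argue against RNA of fibroblasts alone, although RNA from a mixture of cells may be the source. Of the endothelial and of the T cell and monocyte markers, 0 were raised (8 and 7 under 0.5 CPM elsewhere), which leaves a small share of such cells open. The highest 2 h total was 1.21 times that of this library, which argues against shallow sequencing. No biological explanation was tested, since the labels give this culture no condition of its own.

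The genes MMP2, FGB and COL5A2 were chosen after their values were seen. In the CTRL libraries MMP2 was at 2.09 ± 0.508 CPM (SD, n = 3) at 24 h and between 72.8 and 95.5 CPM at 2 h, and COL5A2 at 84.5 ± 13.3 CPM at 24 h and between 9.77 and 13.1 CPM at 2 h. FGB had 317 to 410 counts per CTRL library at 24 h and 3 to 5 at 2 h. Controls of the same cell clone thus differed between the time points without treatment. The month in the titles and the time point coincide, and their effects cannot be told apart. Whether the month stands for separate cultures, separate sequencing or both is not stated.

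For proteins that the paper measured by Western blot, the RNA at 24 h was as follows. ROCK1 had a log2 fold change of 0.059 (standard error 0.095, adjusted p = 0.864 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and HIF1A of 0.14 (standard error 0.12, adjusted p = 0.711). Of the 10 HDAC genes tested, 6 were higher and 4 lower, from -0.096 to 0.26, with HDAC1 at -0.081 and HDAC2 at -0.096 and no adjusted p under 0.619. No HDAC gene passed when adjusted over the list alone, where the lowest was 0.458, and the lowest unadjusted p was 0.185. CD44 had a log2 fold change of -0.069 (standard error 0.34, adjusted p = 0.961), 0.12 without CTRL library 1, -0.30 without CTRL library 3, 0.012 without ODC_REMP_ library 2, 0.18 without ODC_REMP_ library 4, -0.48 without ODC_REMP_ library 6 and 0.00015 without CTRL library 5. ITGA2B, the gene of CD41, had 0 to 2 counts per library, and a change was not detectable.

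Of the lists without a claim at this time point, the autophagy list had a median log2 fold change of 0.0063 with 19 genes higher and 16 lower (camera, adjusted p = 0.374), 2 genes past the threshold when adjusted over the list alone and 3 at an unadjusted p under 0.05. Its median was -0.028 without CTRL library 5, 0.010 without CTRL library 1, 0.036 without ODC_REMP_ library 2 and 0.065 without CTRL library 3. Heat shock genes had a median of -0.11, 9 higher and 16 lower (adjusted p = 0.383), with -0.044 without CTRL library 1, -0.0095 without ODC_REMP_ library 4 and -0.20 without ODC_REMP_ library 6, where the list passed (adjusted p = 0.0479, in a range from 0.0479 to 0.989). Metallothioneins, with 5 of 11 genes tested, had a median of -0.31, 1 higher and 4 lower (adjusted p = 0.374). It was -0.15 without ODC_REMP_ library 2, -0.46 without CTRL library 3, -0.081 without ODC_REMP_ library 4, -0.15 without CTRL library 5 and -0.52 without ODC_REMP_ library 6. None of the heat shock genes or metallothioneins passed when adjusted over the list alone, with 3 and 0 at an unadjusted p under 0.05.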
